# Mature IgD^low/-^ B cells maintain tolerance by promoting regulatory T cell homeostasis

**DOI:** 10.1038/s41467-018-08122-9

**Published:** 2019-01-14

**Authors:** Avijit Ray, Mohamed I. Khalil, Kirthi L. Pulakanti, Robert T. Burns, Cody J. Gurski, Sreemanti Basu, Demin Wang, Sridhar Rao, Bonnie N. Dittel

## Abstract

A number of different B cell subsets have been shown to exhibit regulatory activity using a variety of mechanisms to attenuate inflammatory diseases. Here we show, using anti-CD20-mediated partial B cell depletion in mice, that a population of mature B cells distinguishable by IgD^low/-^ expression maintains tolerance by, at least in part, promoting CD4^+^Foxp3^+^ regulatory T cell homeostatic expansion via glucocorticoid-induced tumor necrosis factor receptor ligand, or GITRL. Cell surface phenotyping, transcriptome analysis and developmental study data show that B cells expressing IgD at a low level (BD_L_) are a novel population of mature B cells that emerge in the spleen from the transitional-2 stage paralleling the differentiation of follicular B cells. The cell surface phenotype and regulatory function of BD_L_ are highly suggestive that they are a new B cell subset. Human splenic and peripheral blood IgD^low/-^ B cells also exhibit BD_L_ regulatory activity, rendering them of therapeutic interest.

## Abstract (web summary)

B cells produce antibodies to mediate various immune functions, but are also reported to negatively regulate immune responses. Here, the authors show that a subset of mature B cells expressing low levels of IgD, present in both mice and human, may pursue this regulatory function indirectly by inducing the proliferation of regulatory T cells via GITRL.

## Introduction

A regulatory role for B cells in controlling the severity of autoimmunity was first described by us in the mouse model of multiple sclerosis (MS), experimental autoimmune encephalomyelitis (EAE)^1^. Specifically, we showed that B10.PL mice deficient in B cells (μMT) immunized with the myelin basic protein (MBP)-immunodominant peptide Ac_1–11_ were unable to recover from the signs of EAE exhibiting a chronic disease course^1^. We subsequently reproduced these findings in mice on the B10.PL background using adoptive transfer EAE and in anti-CD20-depleted mice^2,3^. Our original findings were replicated in C57BL/6μMT mice immunized with the myelin oligodendrocyte glycoprotein 35–55 peptide^4^. The later study identified B cell production of interleukin-10 (IL-10) as the mechanism by which B cells regulate the severity of EAE^4^. However, numerous studies failed to identify a distinct B cell subset that regulates via IL-10^5^. In addition, it has become clear that other B cell regulatory mechanisms exist^6,7^. The existence of B cells with regulatory activity in humans has also been demonstrated, but as in mice, a definitive phenotype has remained elusive^8^

We were the first to identify an IL-10-independent regulatory B cell mechanism operational in EAE^3^. We found that μMT and CD20 B cell-depleted mice had a significant reduction in the absolute number of CD4^+^Foxp3^+^ T regulatory cells (Tregs)^3^. B cell reconstitution of μMT mice induced Treg proliferation and maintenance resulting in resolution of EAE^3^. Tregs are essential for the maintenance of tolerance against self-antigens and when absent or depleted humans and mice quickly succumb to autoimmune manifestations^9^. We found that the ability of B cells to homeostatically expand Treg was glucocorticoid-induced tumor necrosis factor receptor ligand (GITRL)-dependent, but IL-10-independent^3^. GITR the receptor for GITRL is highly expressed by Treg and when engaged has been reported to induce Treg proliferation^10,11^. Given the importance of B cells in providing protection against pathogens, it is unlikely that all B cell subsets would have the capacity to homeostatically expand Treg, which would potentially be detrimental for pathogen clearance.

Using a partial B cell depletion strategy to enrich for B cells with regulatory activity, here we find that B cells exhibiting an IgD low (L) (BD_L_) phenotype induce Treg expansion and promote recovery from EAE. Both genetic and developmental studies lead us to conclude that BD_L_ are a new subset of mature B cells. Importantly, human B cells with an IgD^low/−^ phenotype exhibit BD_L_ regulatory activity by the induction of Treg proliferation. The ability to modulate Treg numbers to either suppress or enhance immune responses is a goal for the treatment of disease. Thus, the ability to harness the regulatory function of BD_L_ is of therapeutic interest.

## Results

### Anti-CD20 IgG_1_ B cell depletion retains regulatory activity

In our previous studies, total B cell depletion with anti-CD20 immunoglobulin G 2a (IgG_2a_) prior to EAE induction led to significantly reduced Treg numbers and the inability to recover from EAE^3^, indicating that the protective B cell population was depleted. These data suggested that a specific B cell population that facilitates Treg homeostasis and EAE resolution could be identified^3^. To that end, the strategy we chose was to partially deplete B cells with anti-CD20 that contains the same antigen recognition domain, but with the IgG_2a_ Fc region swapped for IgG_1_^12^. Administration of anti-CD20 IgG_1_ led to a significant reduction in the total number of splenic B cells that was due to 85% loss of follicular (FO) B cells, while sparing the marginal zone (MZ) subset (Fig. 1a). Representative flow cytometry plots are shown in Fig. 1b. The kinetics of anti-CD20 IgG_1_ B cell depletion are shown in Suppl. Figure 1a^12^. We developed a 4-color immunofluorescence strategy to visualize B cell depletion by staining for the T cell zone (CD3), B cell follicle (IgD^+^IgM^+^), and the MZ (SIGN-R1). In isotype control mice splenic architecture is shown as a distinct T cell zone surrounded by B cell follicles encircled by the MZ (Fig. 1c, left panel). Following anti-CD20 IgG_1_ administration, interestingly, IgD expression was lost while IgM expression remained (Fig. 1c, right panel). The MZ remained intact and there was no impact on the T cell zone (Fig. 1c, right panel). In addition, there was ~30% reduction in peripheral blood B cells (Suppl. Figure 1B) and ~95% reduction in lymph node B cells (Suppl. Figure 1C). We also found that Treg numbers were not altered (Fig. 1d). Representative CD4^+^ T cell and Treg flow cytometry is shown in Suppl. Figure 2. When we induced EAE in the anti-CD20-treated mice they recovered similarly to wild-type (WT) and isotype control-treated mice, as compared to chronic disease in μMT mice (Fig. 1e).

**Fig. 1:**
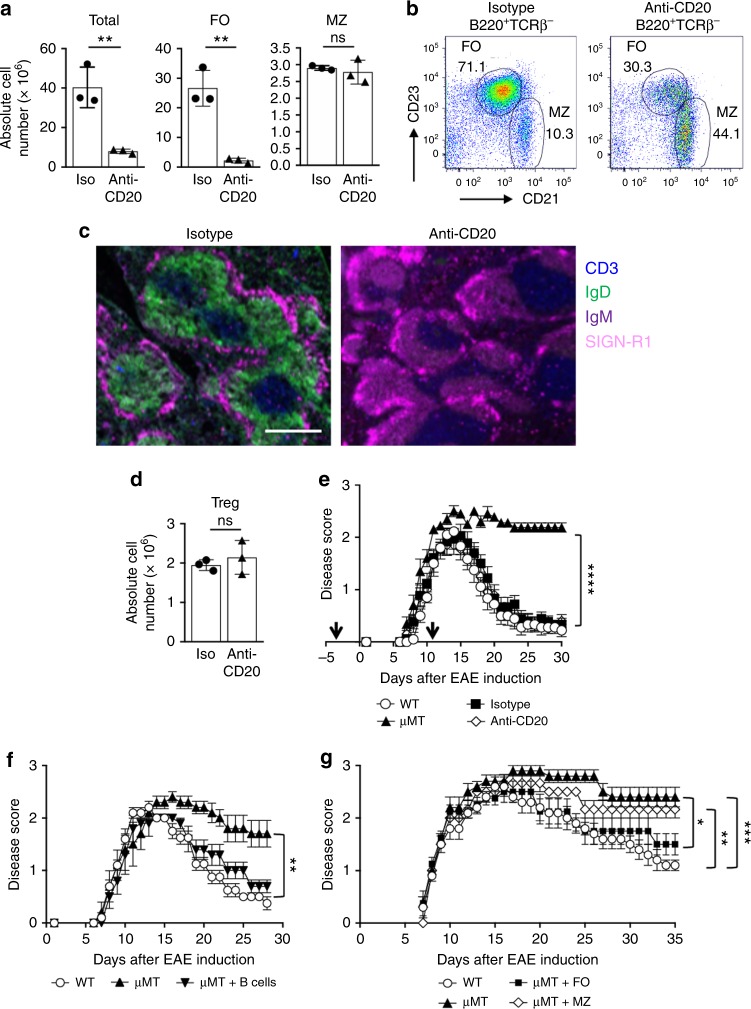
B cells after anti-CD20 (IgG_1_) depletion exhibit regulatory activity. B10.PL mice were i.v. administered anti-CD20 (18B12IgG1) or its isotype control (2B8msIgG1), once (**a**–**d**) or twice, 14 days apart (250 μg) (**e**, black arrows). On day 14, the absolute number of total splenic B cells (B220^+^) (**a**), FO B cells (B220^+^IgM^+^CD21^int^CD23^+^CD93^−^) (**a**), MZ B cells (B220^+^IgM^hi^CD21^hi^CD23^−^CD93^−^) (**a**) and CD4^+^Foxp3^+^ Treg (**d**) was determined by flow cytometry. **a**, **d** Individual data points (mice) are shown superimposed upon the mean ± SEM. **p < 0.01. ns = not significant. **b** Representative flow cytometry dot plots with gating of splenic FO and MZ B cells shown for the isotype control (left panel) and anti-CD20 (right panel). **c** Splenic frozen sections from B10.PL mice treated with isotype control (left panel) or anti-CD20 (right panel) (250μg) were stained for CD3 (blue), IgD (green), IgM (purple), and SIGN-R1 (pink) 14 days post antibody treatment. Scale bar, 500 μM. **e** EAE was induced 3 days after the first antibody treatment by adoptive transfer of 1 × 10^6^ encephalitogenic T cells. Clinical signs of EAE were evaluated daily and the data shown are the mean ± SEM daily disease score of nine to ten mice from two independent experiments. ****p < 0.0001, μMT vs. WT, isotype or anti-CD20 for the day 30 timepoint. **f**, **g** B10.PL mice were i.v. administered anti-CD20 (18B12IgG1) and 14 days after antibody administration total splenic B cells (B220^+^) (**f**), FO B cells (**g**), and MZ (**g**) B cells were FACS purified and 20 (**f**) or 5 × 10^6^ (**g**) cells were adoptively transferred into sublethally irradiated B10.PLμMT mice and 3 days later EAE was induced as for **e**. WT and μMT control mice received PBS. The data shown are the mean daily disease score ± SEM of three to five mice from one representative experiment of two. **f** **p < 0.001, WT vs. μMT and μMT vs. μMT + B cells for the day 28 timepoint. **e** *p < 0.05, μMT vs. FO; **p < 0.01, WT vs. MZ; ***p < 0.001, WT vs. μMT for the day 35 timepoint. Statistical significance was determined using the unpaired *t* test

We next determined whether B cells refractory to anti-CD20 IgG_1_ depletion retained regulatory activity. Mice receiving anti-CD20 IgG_1_-depleted B cells recovered in a similar manner as the WT controls (Fig. 1f). Subsequently, we found that the FO, but not MZ, B cell subset was responsible for recovery from EAE (Fig. 1g).

### Anti-CD20 IgG_1-_ depleted B cells are enriched for IgD^low/−^

Given that B cell regulatory activity resided within the retained FO B cell subset, they were further analyzed by flow cytometry to uncover an enriched phenotype. This was accomplished by utilizing a B cell gating strategy utilizing differential expression of IgM, CD21, and CD23^13,14^. First, B220^+^ B cells and differential IgM and CD21 expression was used to define three groups: IgM^hi^CD21^hi^ containing T2-MZP and MZ B cells, IgM^int^CD21^int^ containing T3 and FO B cells, and IgM^hi^CD21^low/−^ containing T1 and T2 B cells (Fig. 2a). We then used CD93 and CD23 expression to further delineate each of the three groups. Because B cell depletion with anti-CD20 IgG_1_ resulted in a loss of IgD-expressing cells in the B cell follicle (Fig. 1c), we measured IgD expression on the retained FO subset and found an eight-fold enrichment in IgD^low/−^ B cells or BD_L_ (Fig. 2b). The FO IgD^hi^ subset will henceforth will be referred to as FO B cells (Fig. 2b). Because B cell depletion with anti-CD20 IgG_1_ may impact the phenotype of the remaining B cells, we repeated our staining strategy using naive mice and included additional B cell markers. First, we determined whether the reduction in cell surface expression of IgD by BD_L_ was due to the lack of protein expression. As shown in Fig. 2c, the reduced level of cell surface IgD expression by BD_L_, as compared to FO B cells, was paralleled by a similar reduction in intracellular IgD (Fig. 2c). MZ B cells, the control for IgD^low^ expression, also had reduced intracellular IgD (Fig. 2c). For IgM, BD_L_ expressed higher levels of cell surface IgM (Fig. 2d, top histogram), but similar levels of intracellular IgM, as compared to FO B cells (Fig. 2d). MZ B cells expressed the highest levels of both cell surface and intracellular IgM (Fig. 2d).

**Fig. 2:**
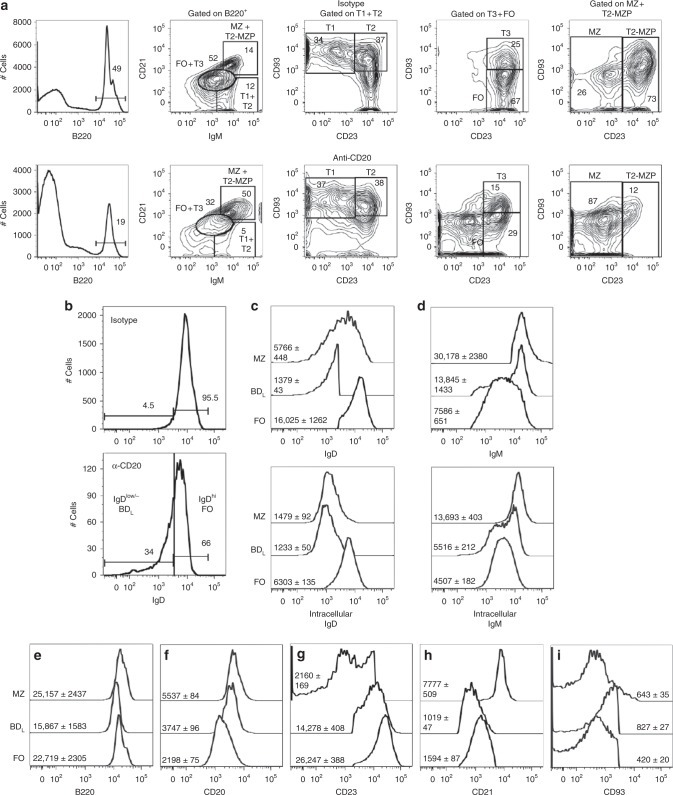
Retained B cells after anti-CD20 IgG_1_ depletion are enriched for IgD^low/−^ expression. **a** Representative flow cytometry gating strategies in B10.PL mice are shown for splenic B220^+^ B cells differentiating T1, T2, T3, T2-MZP, FO, and MZ B cells utilizing differential expression of IgM, CD21, CD23, and CD93 14 days after administration of isotype (top row) or anti-CD20 IgG_1_ (bottom row). **b** IgD expression was assessed on the FO B cell subset from **a**. **c**–**i** WT C57BL/6 mice were used to assess expression levels of IgD (**c**), IgM (**d**), B220 (**e**), CD20 (**f**), CD23 (**g**), CD21 (**h**), and CD93 (**i**) on MZ, BD_L_, and FO B cells by flow cytometry. The mean fluorescence intensity ± SEM is shown from nine mice

We then further refined the expression pattern of BD_L_ in naive mice and found that they expressed slightly lower levels of the B cell marker B220, as compared to FO and MZ B cells (Fig. 2e). Their expression of CD20 was intermediate between FO and MZ B cells, indicating that reduced CD20 expression was not likely why they were retained (Fig. 2f). BD_L_ expressed an intermediate level of CD23 (Fig. 2g) and expressed the lowest levels of CD21 (Fig. 2h). BD_L_ express the highest levels of CD93 of the three subsets (Fig. 2i). These data suggest that BD_L_ are a splenic B cell subset that to the best of our knowledge has not been previously described. These results indicate that the refined BD_L_ phenotype is B220^+^IgD^low/−^CD21^int^CD23^+^CD93^int^.

### BD_L_ regulatory activity is IL-10-independent

We next demonstrated that BD_L_ exhibit B cell regulatory activity by driving Treg expansion after transfer into µMT mice similarly to total B cells (Fig. 3a, b). In contrast, neither FO (Fig. 3a) nor MZ (Fig. 3b) B cell transfer led to a significant increase in Treg. To determine the lowest number of BD_L_ required to induce maximal Treg proliferation, we performed a dose−response curve and found that 2 × 10^6^ and 3 × 10^6^ BD_L_ induced similar levels of Treg expansion (Suppl. Figure 3A), but 5 × 10^6^ BD_L_ was required to completely restore Treg numbers (Fig. 3a, b). We confirmed that BD_L_ induced Treg proliferation in an IL-10-independent manner (Suppl. Figure 3B). We also confirmed that BD_L_ did not express high levels of CD5 (Suppl. Figure 3C), CD1d (Suppl. Figure 3D), or Tim1 (Suppl. Figure 3E), which are markers of IL-10-producing B cells^5^.

**Fig. 3:**
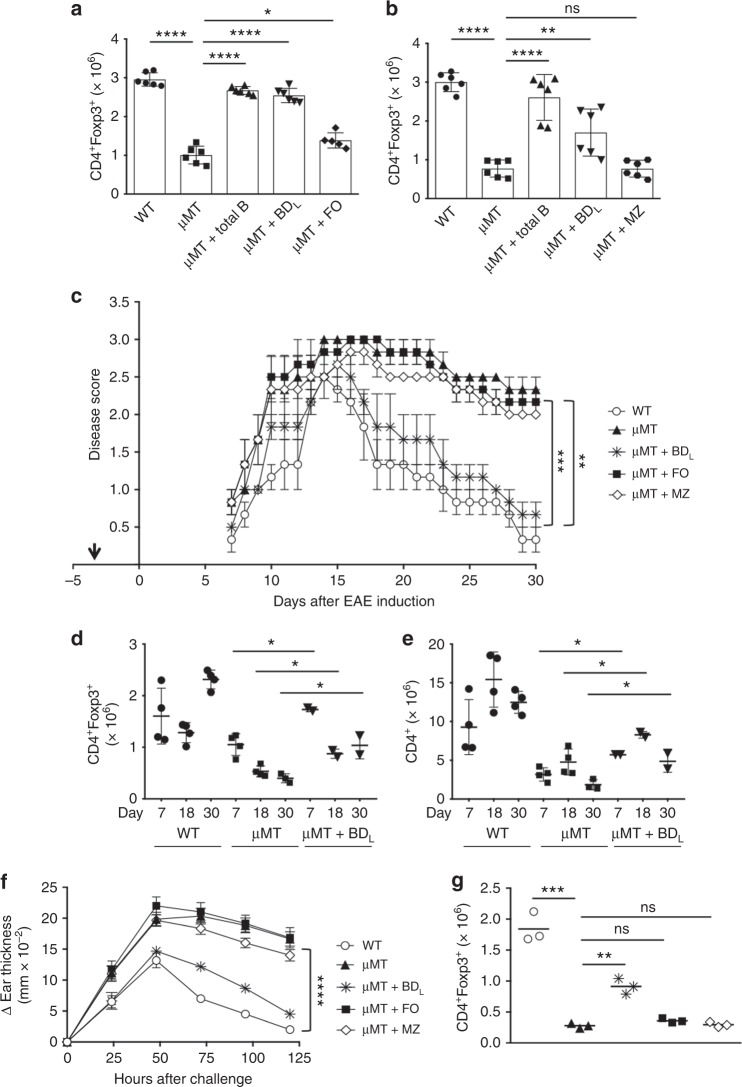
Splenic BD_L_ exhibit regulatory activity while FO and MZ B cells do not. **a**, **b** B10.PLμMT (μMT) mice were treated with PBS or reconstituted with 10 × 10^6^ FACS-purified splenic total (B220^+^) or 5 x 10^6^ BD_L_ (**a**, **b**), FO (**a**), or MZ (**b**) B cells from anti-CD20 IgG_1_-treated mice and the absolute number of splenic Treg was determined by flow cytometry 10 days later. B10.PL (WT) mice received PBS. Pooled data from two independent experiments are shown. Individual data points (mice) are shown superimposed upon the mean ± SEM. **a** *p < 0.05, μMT vs. FO; ****p < 0.0001, WT vs. μMT, μMT vs. Total B and μMT vs. BD_L_. **b** **p < 0.01, μMT vs. BD_L_; ****p < 0.0001, WT vs. μMT and μMT vs. Total B. ns = not significant. **c**–**e** B10.PL (WT) or B10.PLμMT (μMT) mice were sublethally irradiated and 5 × 10^6^ BD_L_, FO, or MZ B cells were adoptively transferred into B10.PLμMT mice (arrow) and 3 days later EAE was induced as for Fig. 1e. **c** EAE scores were assessed daily. The data shown are the mean ± SEM daily disease score of three mice from one representative experiment of three. **p < 0.01, WT vs. μMT, WT vs. FO, μMT vs. BD_L_, and μMT vs. Total B; ***p < 0.001, WT vs. MZ for the day 30 timepoint. **d**, **e** The absolute number of Treg (CD4^+^Foxp3^+^, **d**) and conventional CD4 T cells (CD4^+^Foxp3^−^, **e**) was determined in the spleen by flow cytometry on days 7, 18, and 30 following EAE induction. *n* = 2–4. *p < 0.05. **f**, **g** CHS was induced in C57BL/6 WT or μMT mice treated with PBS or μMT mice that had received 5 × 10^6^ BD_L_, FO, or MZ B cells by painting one ear with 3% oxazolone on days 0 and 6. **f** Ear thickness was measured every 24 h for 6 days. Data shown are the mean change in ear thickness ± SEM from time 0 measured just prior to the second treatment. *n* = 6. ****p < 0.0001, WT vs. μMT, MZ and FO WT and μMT vs. μMT + BD_L_ for the 120 h timepoint. **g** CD4^+^Foxp3^+^ Treg were quantitated in the spleen at 120 h. **p < 0.01, μMT vs. μMT + BD_L;_ ***p < 0.0001, WT vs. μMT for the 120 h timepoint. *n* = 3 mice. ns = not significant. Statistical significance was determined using the unpaired *t* test

We next tested the regulatory potential of BD_L_ in EAE. To control for the possibility that IgG_1_ anti-CD20 treatment modulated the function of the non-depleted cells, fluorescence-activated cell sorting (FACS)-purified splenic B cell subsets from naive mice were utilized. Adoptive transfer of BD_L_ into μMT mice prior to EAE induction resulted in complete recovery similar to WT (Fig. 3c). In contrast, μMT control mice and those that received FO or MZ B cells did not recover (Fig. 3c). We next determined the kinetics of Treg expansion during EAE and found that in WT mice Treg numbers that started at ~3 × 10^6^ (Fig. 3a) were decreased in the spleen at the onset (day 7) and peak of disease (day 18), which then increased when the mice recovered from EAE (Fig. 3d). In μMT mice, Treg numbers were similar on days 0 and 7, but were decreased on days 18 and 30 (Fig. 3a vs. Fig. 3d). In μMT mice that received BD_L_, Treg numbers were similar to WT on day 7, which were reduced on days 18 and 30 (Fig. 3d). Importantly, in μMT mice that received BD_L_ Treg numbers were significantly elevated at every timepoint as compared to μMT mice (Fig. 3d). We also tracked the fate of conventional CD4 T cells and found that in each of the experimental conditions their numbers increased at the peak of disease and then were reduced on day 30 (Fig. 3e). As with Treg, conventional CD4 T cell numbers were significantly higher in the BD_L_ group as compared to μMT mice (Fig. 3e). These data indicate that BD_L_ also likely promote CD4 T cell expansion. A reduction in Treg and conventional CD4 T cells on day 7 as compared to day 0 (Fig. 3a) is consistent with the mice being sublethally irradiated for EAE induction.

To demonstrate that BD_L_ regulatory activity is not restricted to EAE, we performed the same experiment in a contact hypersensitivity (CHS) model that does not require B cells for induction^15^. As with EAE, μMT mice exhibited a more severe disease course than WT mice that was normalized to WT levels in mice that received BD_L_ (Fig. 3f). In contrast, when FO or MZ B cells were transferred, ear swelling was similar to the μMT control mice (Fig. 3f). Only mice that received BD_L_ exhibited a significant increase in Treg numbers at 120 h, albeit not to WT levels, which is consistent with slightly increased ear swelling as compared to WT mice (Fig. 3f, g).

### BD_L_ are a new B cell subset separate from FO and MZ B cells

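Splenic BD_L_, FO and MZ B cells were sorted on 3 dates from pools of 5 mice per sort, and each sort gave 1 RNA library, so that 3 libraries per subset and 9 libraries in all were sequenced. BD_L_ were sorted as FO B cells with low or no IgD, and the FO B cells had high IgD. Each date gave 1 library of every subset, and libraries of one date carry the same replicate number here. The paper names B10.PL as the strain of these mice and the sample labels name C57BL/6, and which of them holds was not tested. The paper names a stranded mRNA library kit and 2 files per sample, whereas the labels describe single-end reads that are not strand specific. The authors aligned the reads to mouse genome mm9 with Tophat and deposited one value per gene and library, computed with Cufflinks as FPKM (fragments per kilobase of transcript, scaled by the number of mapped fragments). The paper's text names neither the Cufflinks version nor the gene annotation. The deposited table holds 24459 rows named by gene symbol, with 23954 distinct symbols, and no read counts. From the steps between the lowest values of genes with a single transcript of at least 3000 nt, the depth of the libraries was between 0.903 and 1.222 times that of FO replicate 1, and 1 fragment on a transcript of 1 kb stood for approximately 0.0138 to 0.0186 FPKM. The FPKM were analysed as log2 values after adding 0.1, which draws the fold changes of genes near or under 0.1 FPKM toward 0. The 11597 rows with a mean of at least 0.5 FPKM over the 9 libraries were tested. All 9 libraries were fitted together with limma, with the subset as the only term, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called higher or lower in a subset at an adjusted p under 0.05 and a fold change of at least 2, the thresholds that the paper's methods give for Cuffdiff. Cuffdiff itself needs the aligned reads, which were not analysed here.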

To determine whether BD_L_ could be differentiated from FO and MZ B cells, we performed RNA-sequencing (RNA-seq) comparing splenic BD_L_ to FO and MZ B cells. 

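In a PC analysis of the 9 libraries, with genes centred and not scaled, PC1 held 28.2% of the variance. The scores on PC1 were -34.5 ± 3.6 (SD, n = 3) for FO and 59.4 ± 1.6 (SD, n = 3) for MZ B cells, without overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). On PC2, which held 17.3% of the variance, FO and MZ B cells overlapped (p = 0.4 from the same exact test), and they also did so on PC3, which held 10.9% (exact p = 1). Scaling each gene to unit variance moved the share of PC1 most, to 37.3%. The paper averaged the FPKM before its PC analysis. With the FPKM averaged per subset and genes taken as observations, the 3 components held 93.5%, 4.2% and 2.3% of the variance. PC2 of these means set MZ (weight 0.827) against FO (weight -0.447) and BD_L_ (weight -0.341). Taking the subsets as observations instead moved the share of PC1 most, to 65.1%. The distance between an FO and an MZ library, as 1 minus the Pearson correlation across genes, was 0.142 ± 0.00454 (SD over 9 pairs), compared with 0.0909 ± 0.0132 (SD over 3 pairs) within FO and 0.0906 ± 0.00856 (SD over 3 pairs) within MZ B cells. Genes are not independent replicates in these correlations. Between the same subsets, 393 genes were called higher in FO and 642 higher in MZ B cells. Dropping the fold change minimum moved these counts most, to 1483 and 1658 genes. FPKM did not overlap between the subsets for 2608 genes higher in FO and 2737 higher in MZ B cells, where 3 libraries against 3 give 10% of the genes by chance. Of the genes higher in MZ B cells, I830077J02Rik (chromosome 3 of NCBIM37, the assembly also called mm9, from 105728809 to 105735582) had 77.0 ± 8.76 FPKM (SD, n = 3) in MZ and 0.571 ± 0.191 (SD, n = 3) in FO B cells, a log2 fold change of -6.87 for FO over MZ (standard error 0.211, adjusted p = 6.89e-07 from limma). Ackr3 (chromosome 1, 92100555 to 92113326) followed with 64.0 ± 17 FPKM (SD, n = 3) in MZ and 0.566 ± 0.276 (SD, n = 3) in FO B cells, a log2 fold change of -6.64 (standard error 0.36, adjusted p = 6.42e-06 from limma). The other genes with the largest fold changes were microRNA rows, for which no fold is given. They were listed at 0 in every library of one subset, or in some of its libraries for Mir7035. Mir6953 (74.9, 64.3 and 153 FPKM in MZ replicates 1 to 3), Mir130c and Mir26b (40.8, 17.5 and 20.8) were listed at 0 in every FO library. Mir7015 (540, 337 and 326 FPKM in FO replicates 1 to 3), Mir6943 (428, 178 and 344), Mirlet7i (37.7, 39.2 and 38) and Mir7032 were listed at 0 in every MZ library, and Mir7035 in MZ replicates 2 and 3. The adjusted p of Mir7035 (0.0409) stayed under 0.05 in 11 of 21 alternatives, with a range from 4.59e-05 to 0.129. It rose above 0.05 without any one FO library, without BD_L_ replicate 1 or 2 and without MZ replicate 2 or 3. It also did so without the minimum of 0.5 FPKM, with the 6 FO and MZ libraries alone and with a robust limma fit.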

Using principal component (PC) analysis plotted in three-dimensional (3D), we obtained the expected result that FO and MZ B cells cluster differentially in all three dimensions (Fig. 4a). A similar result was obtained when BD_L_ and MZ B cells were compared (Fig. 4a). 

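BD_L_ lay at -24.9 ± 3 (SD, n = 3) on PC1 of the 9 libraries, apart from the MZ libraries (two-sided exact permutation test, p = 0.1, the smallest p possible), and overlapped with them on PC2 (exact p = 0.8) and PC3 (exact p = 0.7). The distance between a BD_L_ and an MZ library was 0.136 ± 0.0127 (SD over 9 pairs), compared with 0.102 ± 0.0175 (SD over 3 pairs) within BD_L_. Between BD_L_ and MZ B cells, 402 genes were called higher and 503 lower in BD_L_, each in the same direction in all 3 same-date pairs. The FPKM of 2617 genes higher and 1898 genes lower in BD_L_ did not overlap with those in MZ B cells, with 10% of the genes given by chance. Sdc1 (chromosome 12, 8778129 to 8800521) had 8.47 ± 1.43 FPKM (SD, n = 3) in BD_L_ and 0.177 ± 0.0971 (SD, n = 3) in MZ B cells, a log2 fold change of 4.99 (standard error 0.253, adjusted p = 6.54e-06 from limma). Rgl1 (4.61, adjusted p = 1.78e-06) and Lef1 (4.47, adjusted p = 2.22e-05) followed. In the other direction, Tsga13 (chromosome 6, 30846981 to 30865573) had 0.146 ± 0.0865 FPKM (SD, n = 3) in BD_L_ and 22.0 ± 7.16 (SD, n = 3) in MZ B cells, a log2 fold change of -6.49 (standard error 0.327, adjusted p = 6.49e-06 from limma). I830077J02Rik had a log2 fold change of -5.57 (adjusted p = 2.13e-06 from limma). Other large changes were in microRNA rows. Mir7015 (229, 410 and 177 FPKM in BD_L_ replicates 1 to 3) and Mir6943 (272, 244 and 70.2) were listed at 0 in every MZ library, and Mir1192, whose row of 121 nt lies within Klf9, was listed at 0 in every BD_L_ library with 8.3, 7.13 and 4.23 FPKM in MZ replicates 1 to 3. Mir130c was listed at 0 in BD_L_ replicates 1 and 2 and at 18.6 FPKM in replicate 3, against 73.7, 63.3 and 75.2 FPKM in MZ replicates 1 to 3. The adjusted p of Mir130c (0.0204) and of Mir1192 (0.0191) stayed under 0.05 in 16 and 17 of 21 alternatives and reached up to 0.0728 and 0.0672. Both rose above 0.05 without BD_L_ replicate 1 or 2 and without MZ replicate 1 or 2. Mir130c also did so with the 6 BD_L_ and MZ libraries alone.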

To further confirm that BD_L_ are distinct from the MZ B cell lineage, we utilized mice with a conditional deletion in *Notch2* in B cells that lack MZ B cells^16^. We found that the percentage of BD_L_ within the FO B cell subset (Suppl. Figure 4A) and their regulatory function were identical in *Notch2*^fl/fl^ CD19Cre^+^ and the control *Notch2*^fl/fl^ CD19Cre^−^ mice (Suppl. Figure 4B). These cumulative data provide evidence that BD_L_ are unrelated to MZ B cells.

**Fig. 4:**
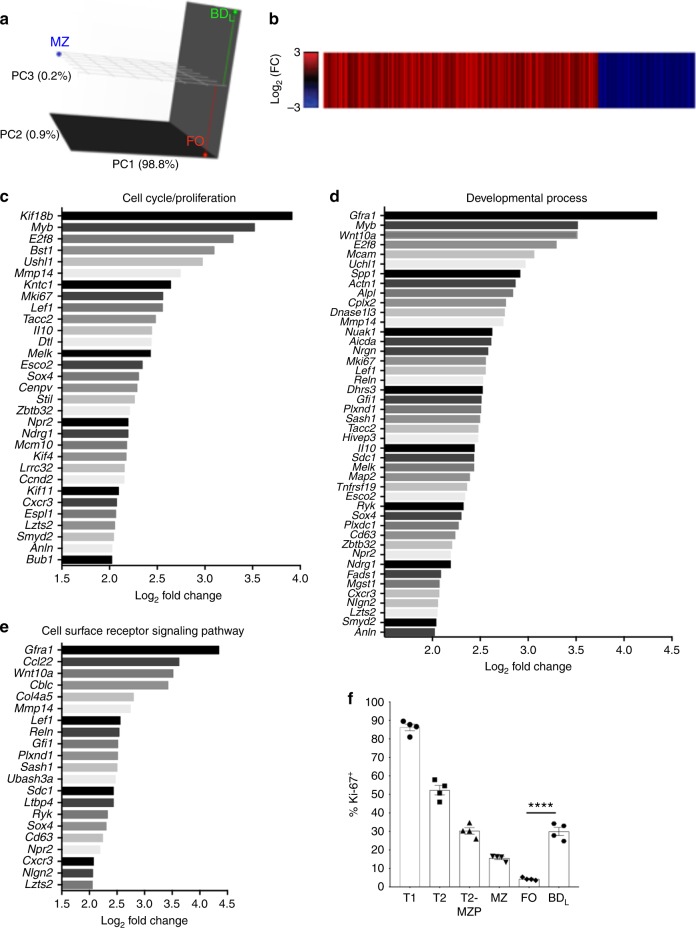
BD_L_ undergo a high rate of proliferation. RNA-seq analysis was performed on FACS purified splenic BD_L_, FO, and MZ B cells from B10.PL mice. **a** PC analysis was performed on the log_2_-transformed FPKM, with the % variance encompassed within each PC shown. The distribution of BD_L_ (green), FO (red), and MZ (blue) B cells within the 3D plot are shown. **b** A heat map displaying the log_2_ fold change for genes that showed a significant difference (Benjami–Hochberg adjusted *p* < 0.05) between BD_L_ and FO B cells are shown. Red bars show genes more highly expressed and blue reduced expression in BD_L_ . *n* = 3. **c**–**e** Barplots of the most highly differentially expressed genes (log_2_ fold change >2) in BD_L_ compared to FO cells within the select Gene Ontology terms cell cycle/proliferation (**c**), developmental process (**d**), and cell surface signaling pathway (**e**) are shown. **f** The percentage of splenic T1 (B220^+^IgM^hi^CD21^low^CD23^−^CD93^+^), T2, T2-MZP (B220^+^IgM^hi^CD21^hi^CD23^+^), MZ, BD_L_ and FO B cells from C57BL/6J mice expressing Ki-67 was determined by flow cytometry. **f** Individual data points (mice) are shown superimposed upon the mean ± SEM from one independent experiment of two. ****p < 0.0001. Statistical significance was determined using the unpaired *t* test

When we compared BD_L_ and FO B cells, the subsets clustered similarly in PC1 and PC2 (Fig. 4a). However, in PC3 the two B cell subsets clustered separately. 

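On PC1 of the 9 libraries, the FO scores (-31.5, -38.5 and -33.4 for replicates 1 to 3) lay below the BD_L_ scores (-23.6, -22.8 and -28.4) without overlap (two-sided exact permutation test, p = 0.1, the smallest p possible). This gap was small next to the distance of either subset from MZ B cells. BD_L_ and FO B cells overlapped on PC2 (exact p = 0.5), where BD_L_ replicate 3 lay at 79.8, and on PC3 (exact p = 0.9). They separated on PC4, which held 10.7% of the variance, with scores of -29.6 ± 22.8 (SD, n = 3) for BD_L_ and 26.1 ± 11.3 (SD, n = 3) for FO B cells (exact p = 0.1). In the PC analysis of the subset means, BD_L_ (weight -0.731) and FO B cells (weight 0.679) were set against each other on PC3, where MZ B cells had a weight of 0.065. With 3 subset means, the weights of PC3 follow from those of PC1 and PC2. They therefore do not test whether BD_L_ and FO B cells differ. The distance between a BD_L_ and an FO library was 0.101 ± 0.0136 (SD over 9 pairs), a difference from the distances within these subsets that was smaller than their spread.

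**Figure D1:**
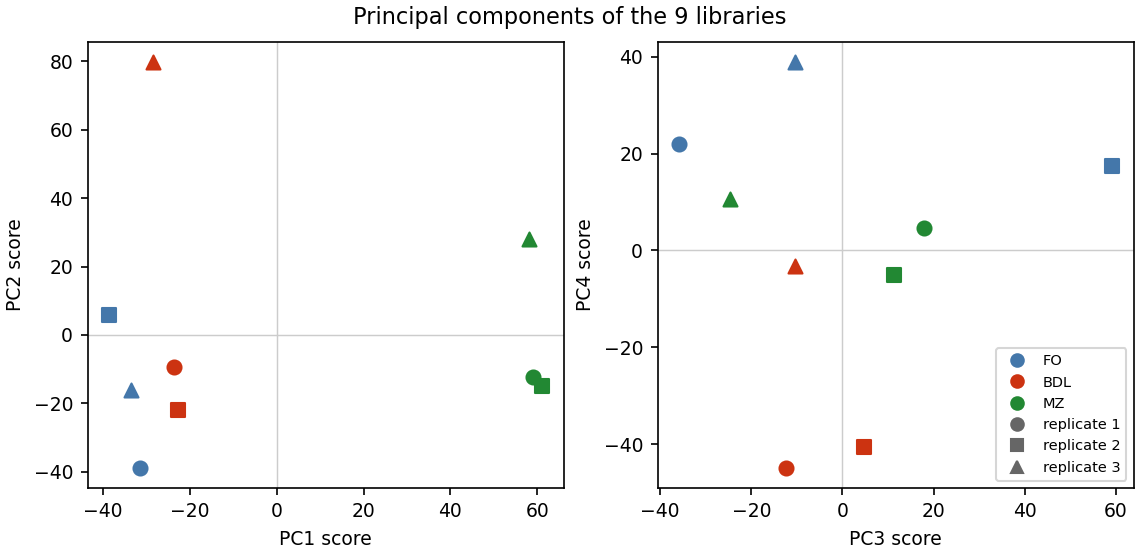
Scores of the 9 libraries on PC1 and PC2 (left) and on PC3 and PC4 (right) in log2 units, with a colour per subset and a symbol per replicate. FO and BD_L_ libraries overlap on PC2 and PC3 and lie apart on PC1 and PC4.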

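Between BD_L_ and FO B cells, 190 genes were called higher and 31 lower in BD_L_, each in the same direction in all 3 same-date pairs. Lowering the added constant to 0.01 and testing all 18518 rows with a value above 0, chosen together after the data were seen, gave 421 and 59 genes, and an adjusted p alone gave 701 and 195. Without FO replicate 1 or 3, 17 and 15 genes were called lower. The FPKM of 2833 genes higher and 1198 genes lower in BD_L_ did not overlap with those in FO B cells, where chance gives 10% of the genes. Rgs13 (chromosome 1, 145985797 to 146024502) rose from 0.221 ± 0.048 FPKM (SD, n = 3) in FO B cells to 4.64 ± 1.54 (SD, n = 3) in BD_L_, a log2 fold change of 3.85 (standard error 0.331, adjusted p = 6.44e-04 from limma). Myb (chromosome 10, 20844736 to 20880790) rose from 1.24 ± 0.0749 FPKM (SD, n = 3) to 14.8 ± 7.06 (SD, n = 3), a log2 fold change of 3.35 (standard error 0.47, adjusted p = 0.00549 from limma). Endou (chromosome 15, 97541450 to 97561836) rose from 1.19 ± 0.0163 FPKM (SD, n = 3) to 12.5 ± 1.58 (SD, n = 3), a log2 fold change of 3.29 (standard error 0.169, adjusted p = 8.97e-05 from limma). Mir1b, whose row of 122 nt lies within Mib1, was listed at 0 in every FO library and at 3.94, 3.52 and 3.04 FPKM in BD_L_ replicates 1 to 3 (adjusted p = 0.0398). The log2 fold change of 1100001G20Rik was 3.04 (adjusted p = 0.0348). For each of these 2 genes the adjusted p stayed under 0.05 in 13 of 21 alternatives, with a range from 1.55e-04 to 0.13 for Mir1b and from 0.00229 to 0.185 for 1100001G20Rik. It rose above 0.05 without any one BD_L_ library and without FO replicate 1 or 3 for both, without FO replicate 2 for Mir1b, and without MZ replicate 2 for 1100001G20Rik. It also did so without the minimum of 0.5 FPKM for both, with a robust limma fit for Mir1b and with 0.01 added for 1100001G20Rik. Of the genes lower in BD_L_, the neighbours Dmpk (chromosome 7, 19669198 to 19679170) and Dmwd (chromosome 7, 19661598 to 19668125) had log2 fold changes of -2.19 (standard error 0.459, adjusted p = 0.0271 from limma) and -1.67 (standard error 0.2, adjusted p = 0.00298). The FPKM of Dmwd fell from 6.95 ± 0.934 (SD, n = 3) to 2.14 ± 0.445 (SD, n = 3). The adjusted p of Dmpk stayed under 0.05 in 16 of 21 alternatives, with a range from 0.00479 to 0.158. It rose above 0.05 without any one FO library, with the 6 BD_L_ and FO libraries alone and with 0.01 in place of 0.1 added. Snord45c, an 80-nt row within Rabggtb (426, 883 and 395 FPKM in FO replicates 1 to 3), Mir7035 (68.2, 70.9 and 22.9) and Mir7032 (27.8, 57.7 and 27.9) were listed at 0 in every BD_L_ library. The adjusted p of Snord45c (0.0273) and of Mir7035 (0.028) stayed under 0.05 in 14 of 21 alternatives each and reached up to 0.0956 and 0.108. Both rose above 0.05 without any one FO or BD_L_ library and with a robust limma fit.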

When we compared BD_L_ and FO B cells, we found that 343 transcripts were significantly more highly expressed (red) in BD_L_ and 121 transcripts were significantly less expressed (blue) (Fig. 4b). These data demonstrate that BD_L_ express a unique transcriptome that can be used to distinguish them from FO B cells. 

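Of the 190 genes higher in BD_L_ than in FO B cells, 55 were also called higher in BD_L_ than in MZ B cells, 48 were called higher in MZ B cells than in BD_L_, and 87 were called neither way. Of the same 190 genes, 111 were called higher and 15 lower in MZ than in FO B cells, where both differences share the FO libraries. Of the 31 genes lower in BD_L_ than in FO B cells, 9 were also called lower in BD_L_ than in MZ B cells and 13 were also called lower in MZ than in FO B cells. From the genes that differ between BD_L_ and FO B cells and from the separation on PC3, the paper concludes that the BD_L_ transcriptome sets these cells apart from FO B cells.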

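Expression of cell cycle genes was measured with a list of 97 S and G2/M phase genes that was not chosen on these libraries, of which 83 were tested. Its median log2 fold change in BD_L_ over FO B cells was 0.32 (p = 1.39e-11 from camera with a preset correlation of 0.01, adjusted p = 9.27e-11 over the 20 lists tested), with medians of 0.31, 0.32 and 0.42 in the pairs of replicates 1 to 3. The call held with fry (p = 2.34e-06) and with an estimated correlation (p = 0.00217), which was the alternative with the highest p. Of the 83 genes, 72 were higher in BD_L_, and 14 were called. The S phase genes had a median of 0.37 and the G2/M genes one of 0.29. Fig. 4c to 4e also draw E2f8, Dtl, Mki67, Kif11, Bub1 and Anln of this list, and without these genes its median was 0.29 and the call by camera held. Of the 31 genes drawn in Fig. 4c, 14 were tested, and all 14 were called higher in BD_L_. The other 17, Kif18b, E2f8, Mmp14, Kntc1, Tacc2, Melk, Esco2, Stil, Npr2, Mcm10, Kif4, Lrrc32, Cxcr3, Espl1, Lzts2, Anln and Bub1, lay under the minimum of 0.5 FPKM. Without that minimum 29 of the 31 genes were called, all but Cxcr3 (adjusted p = 0.144, or 0.116 with a minimum of 0.1 FPKM chosen after the data were seen) and Anln (0.0689, or 0.0556), and adjusted over the list alone all 31 were called. The study picked all 31 genes on these libraries, so these counts are not independent evidence. Kif18b (chromosome 11, 102766843 to 102786438) had 0.0205 ± 0.0134 FPKM (SD, n = 3) in FO B cells and 0.321 ± 0.0538 (SD, n = 3) in BD_L_, and E2f8 (chromosome 7, 56121799 to 56136966) had 0.0464 ± 0.0284 (SD, n = 3) and 0.476 ± 0.0356 (SD, n = 3). The mean FPKM was higher in MZ B cells than in BD_L_ for 19 of the 31 genes.

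**Figure D2:**
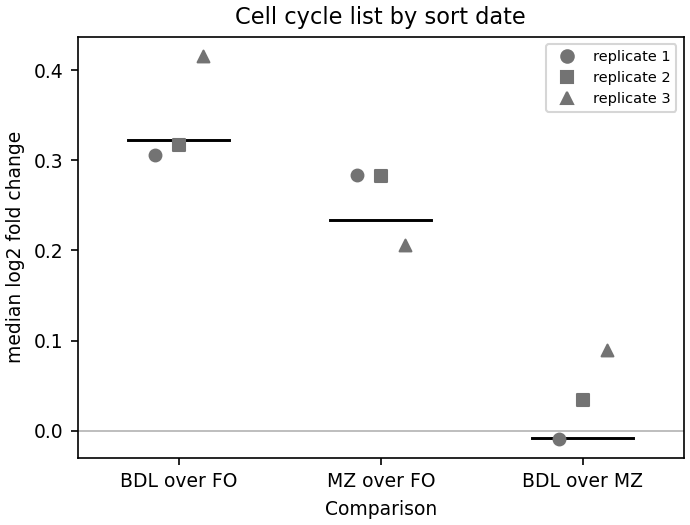
Median log2 fold change of the tested cell cycle genes in the same-date pairs of libraries (points, replicates 1 to 3) and in the fit of all 9 libraries (horizontal lines), for BD_L_ over FO, MZ over FO and BD_L_ over MZ B cells. The medians over FO B cells are above 0 on each date.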

Using gene set overrepresentation analysis, we found increased expression of genes involved in cell cycle/proliferation in BD_L_ (Fig. 4c). 

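Of the 44 genes drawn in Fig. 4d, 21 were tested, and of the 21 drawn in Fig. 4e, 6 were tested; each gene tested was called higher in BD_L_ than in FO B cells. Beyond the genes of Fig. 4c, the genes under the minimum of 0.5 FPKM included Gfra1, Mcam, Spp1, Nuak1, Reln, Sash1, Map2, Tnfrsf19, Ryk, Plxdc1, Cd63, Fads1, Nlgn2, Ccl22, Cblc, Col4a5, Ubash3a and Ltbp4. Without the minimum, 40 genes of Fig. 4d and 18 of Fig. 4e were called. Adjusted over the list alone, 43 and 20 were called, and as the study picked every gene on these libraries, this is not independent evidence. Nlgn2 was not called in either case, with a log2 fold change of 0.99, under the minimum for a call, an adjusted p of 0.00713 without the minimum and 0.0132 with a minimum of 0.1 FPKM. The call of Gfi1 (adjusted p = 0.0344) was lost without the minimum (0.0516). Its adjusted p ranged from 0.00465 to 0.13 over 21 alternatives, of which 13 were under 0.05. It also rose above 0.05 without any one FO library, without BD_L_ replicate 1 or 2, without MZ replicate 1 and with the 6 BD_L_ and FO libraries alone. Figures 4c to 4e draw 62 distinct genes, of which all 62 were higher in BD_L_ in all 3 same-date pairs. The log2 ratio of mean FPKM was above 2 for 61 of them, with a median of 2.51, and was highest for Gfra1 (4.42). Gfra1 (chromosome 19, 58310094 to 58530399) had 0.0103 ± 0.0114 FPKM (SD, n = 3) in FO B cells and 0.221 ± 0.0395 (SD, n = 3) in BD_L_. Ccl22 (chromosome 8, 97269490 to 97275599) had 0.0408 ± 0.0544 (SD, n = 3) and 0.531 ± 0.0669 (SD, n = 3). Wnt10a (chromosome 1, 74838090 to 74850753) rose from 0.195 ± 0.0451 (SD, n = 3) to 2.33 ± 0.479 (SD, n = 3), a log2 fold change of 3.04 (standard error 0.27, adjusted p = 7.55e-04 from limma). For 14 of the 44 and 6 of the 21 genes, the mean FPKM was higher in MZ B cells than in BD_L_.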

Forty-four genes involved in developmental processes (Fig. 4d) and 21 genes involved in cell surface receptor signaling (Fig. 4e) were increased. Because an increase in genes regulating cell cycle/division were increased in BD_L_ (Fig. 4c), we then measured the steady-state proliferation of splenic B cell subsets. Using Ki-67 staining proliferation was highest in the T1 and then T2 stages (Fig. 4f)^13,17,18^. As B cells matured into T2-MZP and MZ B cells proliferation decreased with the lowest level found in FO B cells (Fig. 4f). BD_L_ exhibited identical levels of proliferation as T2-MZP (~30%) (Fig. 4f), which was significantly lower than FO B cells. Representative Ki-67 flow cytometry is shown in Suppl. Figure 5.

We then utilized flow cytometry to validate increased cell surface expression of proteins indicated in the RNA-seq. 

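Among the proteins that the paper examined by flow cytometry were those whose increase the RNA-seq had pointed to. Their genes were Cd93, Cd5, Cd9, Spn (CD43), Cd80, Il2ra (CD25), Emr1 (F4/80), Klrb1c (NK1.1), and Ly6c1 and Ly6c2 (Ly6C). The FPKM of each of these genes was higher in BD_L_ than in FO B cells in all 3 same-date pairs. Cd93 (chromosome 2, 148262376 to 148269299) rose from 3.9 ± 1.2 FPKM (SD, n = 3) in FO B cells to 12.5 ± 2.96 (SD, n = 3) in BD_L_, a log2 fold change of 1.67 (standard error 0.251, adjusted p = 0.00715 from limma). Cd9 (chromosome 6, 125410284 to 125444809) rose from 1.98 ± 0.235 FPKM (SD, n = 3) to 7.32 ± 0.394 (SD, n = 3), a log2 fold change of 1.84 (standard error 0.112, adjusted p = 1.36e-04), and reached 73.8 ± 7.58 FPKM (SD, n = 3) in MZ B cells. Cd5 rose from 0.529 ± 0.13 FPKM (SD, n = 3) to 2.09 ± 0.422 (SD, n = 3), with a log2 fold change of 1.80 (adjusted p = 0.00322), and Spn from 2.92 ± 0.248 (SD, n = 3) to 6.96 ± 1.34 (SD, n = 3), with one of 1.21 (adjusted p = 0.00318). For Cd80 the log2 fold change was 1.18 (adjusted p = 0.017), and its adjusted p was under 0.05 in 16 of 21 alternatives, with a range from 0.0086 to 0.0639. It rose above 0.05 without FO replicate 2 or 3, without BD_L_ replicate 1 or 2, and with 1 in place of 0.1 added. Emr1 and Ly6c2 had larger changes, with log2 fold changes of 1.99 (adjusted p = 8.22e-04) and 2.22 (adjusted p = 3.92e-04), and Ly6c1 had one of 1.41 (adjusted p = 0.0036). The change of Il2ra, from 1.03 ± 0.0943 FPKM (SD, n = 3) to 1.98 ± 0.064 (SD, n = 3), was under the fold change minimum (log2 fold change 0.88, adjusted p = 0.0163), and its adjusted p was under 0.05 in 18 of 21 alternatives, with a range from 0.00795 to 0.0711. It rose above 0.05 without FO replicate 1 or 3 and without BD_L_ replicate 1. Klrb1c lay under the minimum of 0.5 FPKM, with 0.169 ± 0.117 (SD, n = 3) in FO B cells and 0.405 ± 0.0369 (SD, n = 3) in BD_L_. Its adjusted p was 0.132 without the minimum and 0.106 with a minimum of 0.1 FPKM, an alternative chosen after the data were seen.

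**Figure D3:**
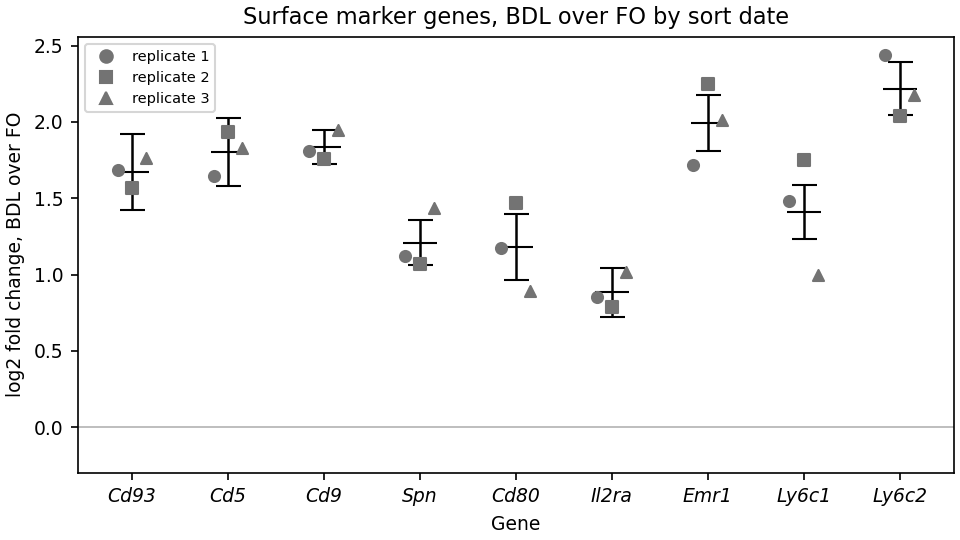
Log2 fold change in BD_L_ over FO B cells of 9 of these genes (Klrb1c is not drawn), as the difference between the same-date libraries (points, replicates 1 to 3) and the value fitted by limma (horizontal line) with its standard error (whiskers). The 3 points of each gene are above 0.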

Cell surface proteins validated are CD93 (Fig. 2i), CD5 (Suppl. Figure 3c), CD9 (Suppl. Figure 6A), CD43 (Suppl. Figure 6B), and CD80 (Suppl. Figure 6C), albeit the increased expression was marginal. Cell surface proteins not validated include CD25 (Suppl. Figure 6D), F4/80 (Suppl. Figure 6E), NK1.1 (Suppl. Figure 6F), and Ly6C (Suppl. Figure 6G). We also examined additional B cell surface proteins not indicated by the RNA-seq analysis and found that BD_L_ expressed slightly lower levels of CD38 (Suppl. Figure 6H) and CD40 (Suppl. Figure 6I) and higher levels of CD86 (Suppl. Figure 6J) as compared to FO B cells. 

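In the RNA-seq, Cd38 (chromosome 5, 44260048 to 44303614) had 49.2 ± 6.85 FPKM (SD, n = 3) in FO B cells and 63.4 ± 5.06 (SD, n = 3) in BD_L_, a log2 fold change of 0.37 (standard error 0.114, adjusted p = 0.0914 from limma). Without FO replicate 2 its log2 fold change was 0.48 with an adjusted p of 0.0428, where the alternatives ranged from 0.0428 to 0.277. Cd40 (chromosome 2, 164881127 to 164898448) fell from 50.4 ± 3.69 FPKM (SD, n = 3) to 37.4 ± 1.85 (SD, n = 3), a log2 fold change of -0.43 (standard error 0.114, adjusted p = 0.059 from limma). The FPKM of Cd38 and of Cd40 did not overlap between the subsets (two-sided exact permutation test, p = 0.1 for each, the smallest p possible), and Cd38 was higher and Cd40 lower in BD_L_ in all 3 same-date pairs. The adjusted p of Cd40 was 0.0354 with the sort date as a block, within a range of 0.0171 to 0.196 over the alternatives, of which 5 were under 0.05. Cd86 (chromosome 16, 36603955 to 36666167) had 9.97 ± 0.983 FPKM (SD, n = 3) in FO B cells and 10.6 ± 0.412 (SD, n = 3) in BD_L_, a difference within the spread of the replicates (log2 fold change 0.09, standard error 0.119, adjusted p = 0.666 from limma, two-sided exact permutation test p = 0.4). In MZ B cells, Cd86 had 23.6 ± 3.56 FPKM (SD, n = 3).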

MZ B cells were included in the analysis to further demonstrate that BD_L_ do not share their partially activated phenotype (Suppl. Figure 6). Although both CD80 and CD86 levels were increased on BD_L_, we previously demonstrated that neither was essential for B cells to induce Treg proliferation^3^. Although not indicated in the RNA-seq data (Fig. 4b), we showed that BD_L_ expressed lower levels of the proinflammatory cytokine IL-6 by real-time quantitative reverse transcription PCR (Suppl. Figure 6K), which has been shown to be a B cell effector cytokine in EAE^19^.

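Il6 (chromosome 5, 30339701 to 30346508) was listed at 0 in every FO and every BD_L_ library of the RNA-seq, so that no difference between these subsets was detectable at this depth. In MZ replicates 1 to 3 it was listed at 0.0777, 0.1 and 0.099 FPKM, or approximately 4.6, 7 and 5.8 fragments on its transcript of 1087 nt.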

### BD_L_ regulatory function is GITRL-dependent

In our previous studies using total splenic B cells, we found that their regulatory activity was GITRL-dependent^3^. 

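Tnfsf18, which encodes GITRL, lies on chromosome 1 from 163424786 to 163435421 on the forward strand and has a transcript of 3 exons and 2066 nt. It had 0.0938, 0.115 and 0.103 FPKM in FO replicates 1 to 3 and 0.317, 0.235 and 0.252 FPKM in BD_L_ replicates 1 to 3, or means of 0.104 ± 0.0108 (SD, n = 3) and 0.268 ± 0.0432 (SD, n = 3). These values rest on approximately 11.5 to 13.8 fragments per FO library and 30.3 to 37.8 per BD_L_ library. The subsets did not overlap (two-sided exact permutation test, p = 0.1, the smallest p possible), and the ratio of the means was 2.57-fold, or 1.36 on the log2 scale. On the log2 scale with 0.1 added, a constant as large as the FO mean, the log2 fold change was 0.85, with 1.1, 0.64 and 0.79 in the pairs of replicates 1 to 3. As its mean over the 9 libraries lay under 0.5 FPKM, Tnfsf18 was not among the genes tested. Without the minimum its adjusted p from limma was 0.0115 (standard error 0.13), and over all alternatives that tested the gene the adjusted p ranged from 0.0115 to 0.0322. An added constant of 0.01 without the minimum, chosen after the data were seen, gave a log2 fold change of 1.28 (adjusted p = 0.0115).

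**Figure D4:**
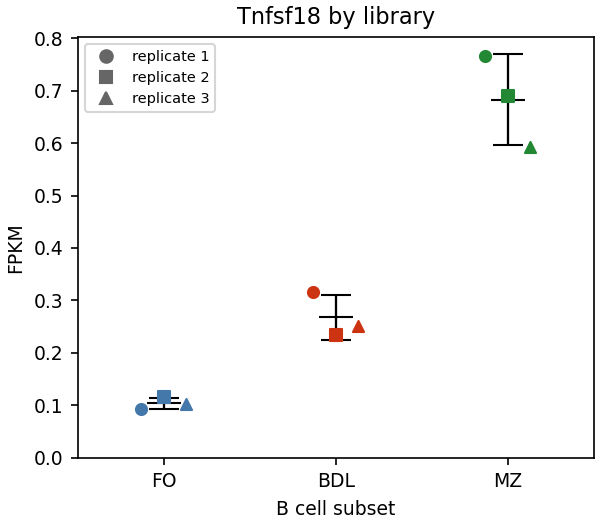
FPKM of Tnfsf18 in the 3 FO, 3 BD_L_ and 3 MZ libraries (points) with the mean (horizontal line) and SD (whiskers) of each subset. Every BD_L_ library lies above every FO library, and every MZ library above every BD_L_ library.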

Consistent with this finding, we found that *Tnfs18* (GITRL) message was upregulated 2.5-fold (*p* = 0.001) in BD_L_ in the RNA-seq analysis. When we examined the cell surface expression of GITRL, we found that all splenic B cell subsets expressed low levels of GITRL (Fig. 5a). As with the RNA-seq analysis, BD_L_ expressed significantly higher levels of GITRL than FO B cells (Fig. 5a). Reconstitution of μMT mice with BD_L_, but not FO B cells, resulted in a significant increase in Treg numbers (Fig. 5b). Antibody blocking of GITRL on BD_L_ prior to transfer completely abrogated their ability to promote Treg expansion, while it had no effect on FO B cells (Fig. 5b). These findings were confirmed using *Tnfsf18*^−/−^ mice, which had a significant reduction in the absolute number of Treg (Fig. 5c). In addition, *Tnfsf18*^−/−^ BD_L_ upon adoptive transfer into μMT mice were unable to induce Treg proliferation, as compared to WT BD_L_ (Fig. 5d). These data indicate that GITRL is the primary mechanism by which BD_L_ promote Treg proliferation.

**Fig. 5:**
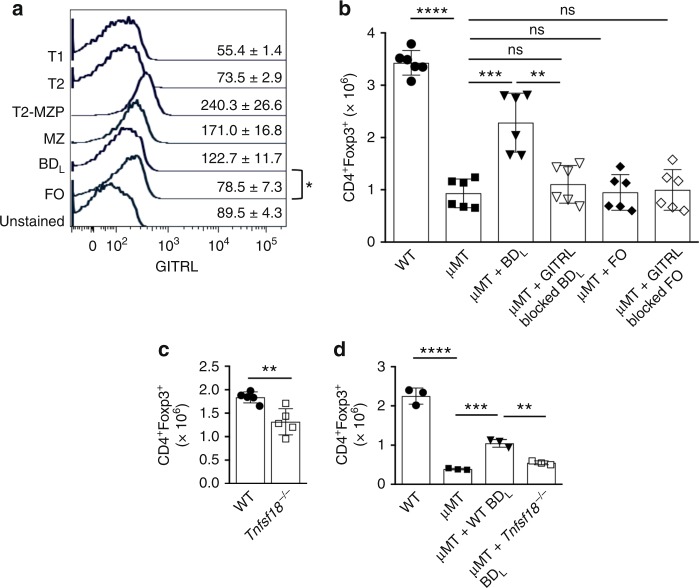
BD_L_ regulatory activity is GITRL-dependent. **a** Splenic T1, T2, T2-MZP, MZ, BD_L_, and FO B cells from B10.PL mice expressing GITRL was determined by flow cytometry. The data shown are the MFI  ± SEM of three mice from one of four independent experiments. *p < 0.05, BD_L_ vs. FO B cells. **b**–**d** C57BL/6μMT mice were reconstituted with 5 × 10^6^ FACS-purified WT BD_L_ (**b**, **d**), WT FO (**b**, **d**), *Tnfsf18*^−/−^ (GITRL^−/−^) BD_L_ (**d**) cells from C57BL/6 mice with (**b**) or without (**d**) GITRL antibody blocking and the absolute number of splenic Treg was determined by flow cytometry 10 days later. **c** Treg were quantitated in the spleen of WT and *Tnfsf18*^−/−^ mice by flow cytometry. **b** Individual data points (mice) are shown superimposed upon the mean ± SEM from two independent experiments. **p < 0.01, μMT + WT BD_L_ vs. μMT + GITRL blocked WT BD_L_; ***p < 0.001, μMT vs. μMT + WT BD_L_; ****p < 0.0001, WT vs. μMT. **c** Individual data points (mice) are shown superimposed upon the mean ± SEM of five mice. **p < 0.01. **d** **p < 0.01, μMT + WT BD_L_ vs. μMT + *Tnfsf18*^*−/−*^ BD_L_; ***p < 0.001, μMT vs. μMT + WT BD_L_; ****p < 0.0001, WT vs. μMT. Statistical significance was determined using the unpaired *t* test

### The BD_L_ subset develops in parallel with FO B cells in the spleen

We next determined whether BD_L_ develop independently from FO B cells. This was accomplished by determining the timing of BD_L_ emergence as compared to FO B cells following sublethal irradiation^18^. As shown in Fig. 6a, b, cells in the T2 stage peaked on day 13 post irradiation. The finding that FO B cells peaked later on day 17 indicates that they developed from the T2 stage (Fig. 6a)^17^. The kinetics of BD_L_ emergence and peaking was identical to FO B cells, indicating that they develop independently and not directly along the FO pathway (Fig. 6a). These results were confirmed using a bone marrow (BM) transplantation approach (Fig. 6b)^20,21^. In a third confirmatory approach, we adoptively transferred FACS-purified CD45.1^+^ T2 B cells into CD45.2^+^ WT mice and determined their maturation into BD_L_ and FO B cells^18^. One and two days after transfer, T2 cells were detectable in the spleen and they had matured into both BD_L_ and FO subsets at a similar level (Fig. 6c). The absolute cell number of T2, FO, and BD_L_ recovered are shown in Fig. 6d, which is consistent with published studies^18^.

**Fig. 6:**
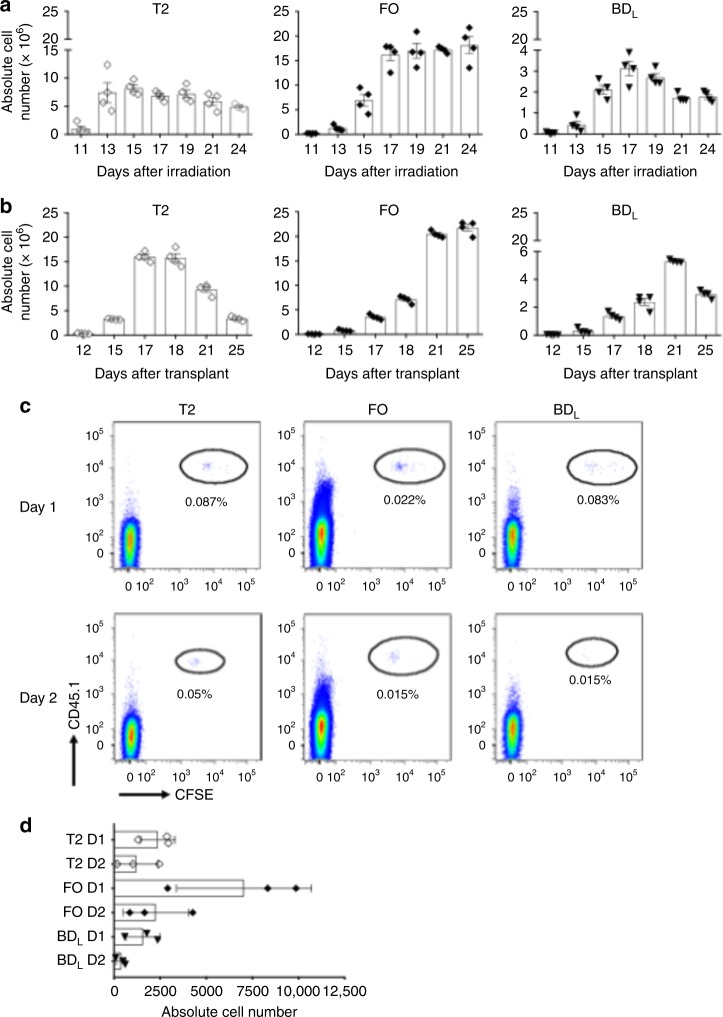
BD_L_ are mature and emerge from the T2 stage. **a** C57BL/6J mice were sublethally irradiated (500 rad) and the emergence of T2, FO, and BD_L_ was tracked in the spleen on the days indicated by flow cytometry and the absolute number of cells was calculated. **b** C57BL/6J mice were lethally irradiated (950 rad) and transplanted with syngeneic BM and the emergence of T2, FO, and BD_L_ was tracked in the spleen on the days indicated by flow cytometry and the absolute number of cells was calculated. **a**, **b** Individual data points (mice) are shown superimposed upon the mean ± SEM. **c**, **d** C57BL/6J CD45.1 mice were sublethally irradiated (500 rad) and 15 days later T2 cells were FACS purified, labeled with CFSE, and 1.25 × 10^6^ cells/recipient were adoptively transferred to C57BL/6J CD45.2 mice and 24 and 48 h later the percentage (**c**) and absolute number (**d**) of T2, FO, and BD_L_ was determined in the spleen by flow cytometry. T2, FO, and BD_L_ B cell subsets were gated as for Fig. 2a, b. **c** Data shown are one representative experiment of three. **d** Individual data points (mice) are shown superimposed upon the mean ± SEM from one representative experiment of three. Statistical significance was determined using the unpaired *t* test

### BD_L_ are a stable mature B cell subset

We next examined the stability of BD_L_ upon adoptive transfer by repeating the sublethal irradiation experiment (Fig. 6a), and on day 11 just prior to the emergence of BD_L_ and FO B cells, FACS-purified CD45.1 BD_L_ or CD45.1 FO B cells were adoptively transferred into CD45.2 recipient mice. This timepoint was chosen because the splenic microenvironment would support B cell development. The transferred B cells were identified as CD45.1^+^ and carboxyfluorescein diacetate, succinimidyl ester (CFSE) was used to determine whether the cells had proliferated. FO B cells upon transfer were stable with 96% of the cells the retaining their phenotype one day later (Fig. 7a) and 88% on day 2 (Fig. 7b). The increase in MZ B cells on day 2 was likely due to shedding of CD23 and not differentiation of FO B cells into the MZ lineage (Fig. 7a, b)^22^. Even though in the steady state only ~5% of FO B cells undergo cell proliferation (Fig. 4f), ~50% of FO B cells underwent proliferation after transfer on day 1 (Fig. 7a, inset), which increased to ~82% on day 2 (Fig. 7b, inset). The induction of FO B cell proliferation was likely due to the lymphopenic environment^23^. When BD_L_ were adoptively transferred on day 1, ~97% of the cells had undergone proliferation (Fig. 7c, inset) and 86% of the cells exhibited a FO phenotype (Fig. 7c). On day 2, as with the FO B cell subset, the decrease in the number of FO B cells was offset by an increase in MZ B cells (Fig. 7d). Interestingly, the percentage of BD_L_ remained stable at 12% from day 1 (Fig. 7c) to day 2 (Fig. 7d).

**Fig. 7:**
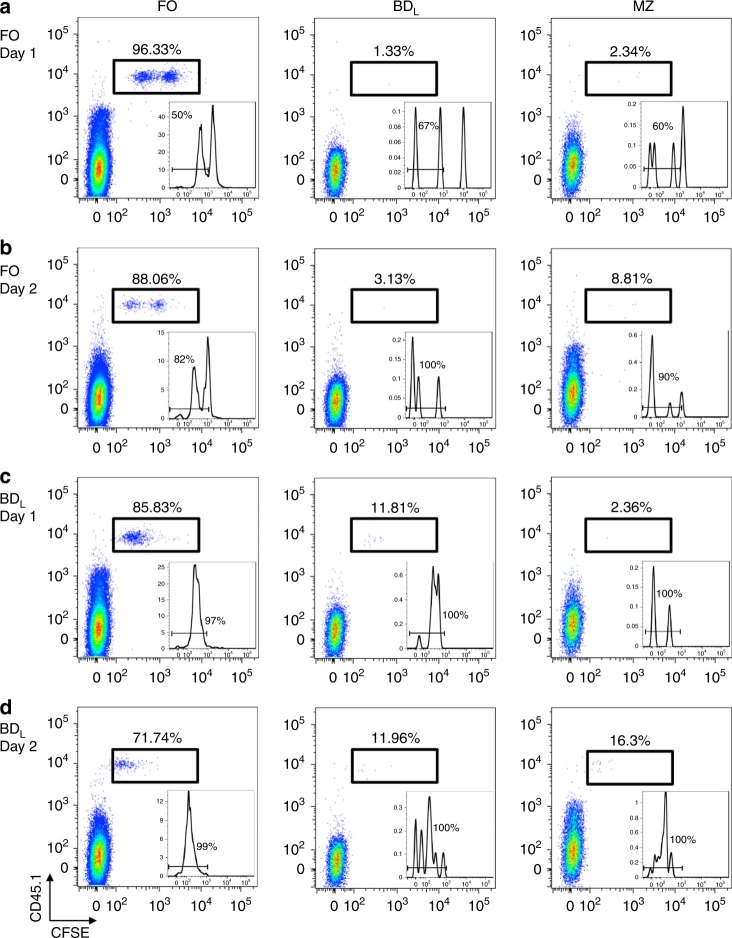
Following adoptive transfer a subset of BD_L_ are stable phenotypically. C57BL/6 CD45.1 FO (**a**, **b**) or BD_L_ (**c**, d were FACS purified, CFSE labeled, and adoptively transferred (1.5 × 10^6^) into C57BL/6J CD45.2 mice that were sublethally irradiated (500 rad) 11 days prior. On days 1 and 2 the presence of FO, BD_L_, and MZ B cells was assessed in the spleen. The transferred cells were gated as CD45.1^+^ and the percentage of each B cell subset within the gate is provided and shown as dot plots with CFSE. The inset is a histogram of the CFSE data with the percentage of cells having undergone proliferation indicated. Data shown are one representative experiment of four

To determine whether the BD_L_ phenotype is stable long term, we tracked their presence in EAE following adoptive transfer. On EAE day 7, ~5% of spleenocytes were B220^+^ (Fig. 8a). We then gated on IgM^+^CD23^+^ cells to exclude CD4^+^B220^+^ T cells, isotype class-switched B cells, and plasmablast/plasma cells and found that ~70% of the cells retained the BD_L_ IgD^low/−^ phenotype (Fig. 8a). Similar results were obtained at the peak of disease on day 18 (Fig. 8b). On day 30, BD_L_ were still present (Fig. 8c), which is consistent with Treg levels that were statistically higher in the mice that had received BD_L_, as compared to μMT mice (Fig. 3d). These cumulative data indicate that the IgD^low/−^ BD_L_ phenotype is stable upon adoptive transfer.

**Fig. 8:**
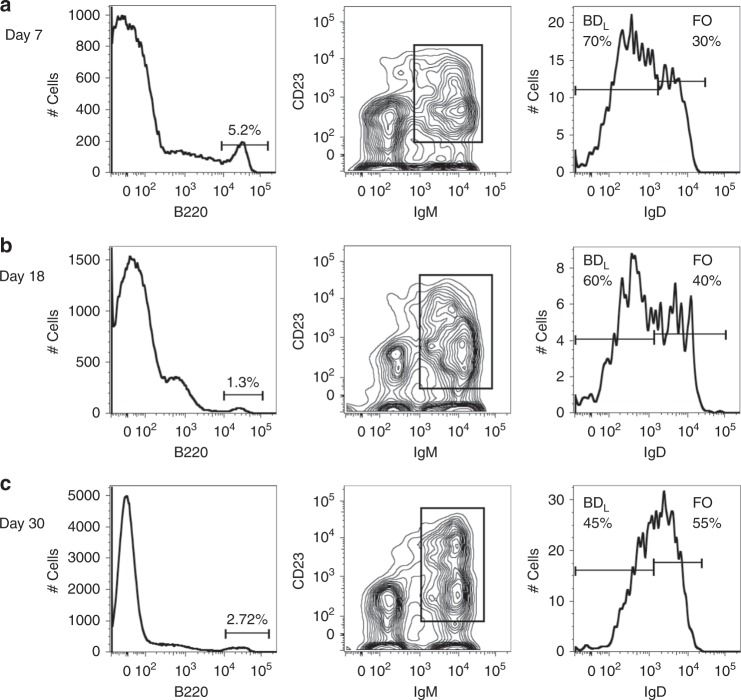
Following adoptive transfer and EAE induction BD_L_ are stable up to 30 days. BD_L_ adoptive transfer and EAE was performed as for Fig. 3c and the data are from the same mice used for Fig. 3d, e. On days 7 (**a**), 18 (**b**), and 30 (**c**) of EAE, B220^+^ lymphocytes were gated for IgM^+^CD23^+^ and analyzed for IgD expression by flow cytometry. The percentage of BD_L_ and FO B cells is provided. Data shown are one representative mouse of two

### Human BD_L_ cells are present in spleen and peripheral blood

We next determined whether a similar population of BD_L_ human B cells exist that also promote Treg proliferation. To accomplish this, splenic human B cells were FACS purified by gating on total B cells (CD4^−^CD19^+^) (Fig. 9a) and then subsequently on CD20^+^CD24^−^ mature B cells (Fig. 9b), from which IgD^low/−^ B cells were obtained (Fig. 9c). We included CD20 in the gating strategy to remove plasma cells. Total B cells and IgD^low/−^ B cells were co-cultured with FACS-purified Tregs (CD4^+^CD25^hi^) from the same donor in the presence of anti-CD3 and irradiated antigen-presenting cells (APC). We found that Treg proliferation was similar in the presence or absence of total B cells (Fig. 9d). In contrast, in the presence of IgD^low/−^ B cells, Treg proliferation was significantly increased by 50% as compared to Treg alone (Fig. 9d). Figure 9e shows representative CSFE flow cytometry data. We next determined whether we could identify BD_L_ in the peripheral blood using a modified strategy. By substituting anti-CD28 for the APC, we largely eliminated Treg background proliferation in the absence of B cells (Fig. 9f). As with the spleen, inclusion of total B cells slightly increased Treg proliferation, and as observed in the mouse, IgD^low/−^ B cells, but not IgD^hi^ B cells supported Treg proliferation (Fig. 9f). Representative gating for Treg and peripheral blood B cells is shown in Suppl. Figure 7. These data demonstrate that human BD_L_ cells are present in both spleen and peripheral blood that importantly can be identified by an IgD^low/−^ phenotype and induce Treg proliferation.

**Fig. 9:**
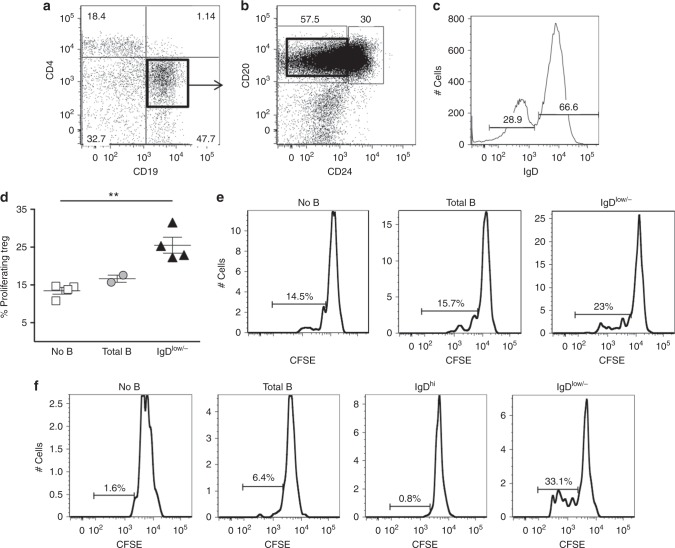
Human IgD^low/−^ B cells induce the proliferation of human Treg in vitro. Human splenic B cells (CD19^+^) (**a**) and IgD^low/−^ (CD19^+^CD20^+^CD24^−^IgD^low/−^) B cells (**a**–**c**) and Treg (CD4^**+**^CD25^hi^) were FACS purified and the Treg were labeled with CFSE. **d** Treg (0.5 × 10^5^) were cultured alone or with splenic B cells (1 × 10^5^) in the presence of anti-CD3 (2 mg/ml) and irradiated APC (CD4^−^CD8^−^CD19^−^) for 96 h. Each symbol represents a single human sample. **p < 0.01, no B cells vs. IgD^low/−^. **e** Representative flow cytometry histograms with gating of proliferating cells is shown from one experiment of four from **d**. **f** Human peripheral blood B cells (CD19^+^), IgD^hi^ (CD19^+^CD20^+^CD24^−^IgD^hi^) B cells, IgD^low^ (CD19^+^CD20^+^CD24^−^IgD^low/−^) B cells, and Treg (CD4^+^CD25^hi^) were FACS purified. CFSE-labeled Treg (0.5 × 10^5^) were cultured alone or with 1 × 10^5^ total B cells, IgD^hi^, or IgD^low/−^ in the presence of plate bound anti-CD3 (10 mg/ml) and anti-CD28 (10 mg/ml). After culture, the cells were stained with CD4 and the percentage of proliferating Treg cells was determined by flow cytometry. Data shown are one representative experiment of two. Statistical significance was determined using the unpaired *t* test

## Discussion

In this study, we sought to identify a definitive cell surface phenotype that could be used to identify B cells with the capacity to promote Treg proliferation that we have named BD_L_. Extensive cell surface phenotying and functional assays revealed that BD_L_ are IgD^low/−^. These cumulative data led to the conclusion that BD_L_ are a B cell subset that plays an essential role in immune tolerance by regulating the homeostatic expansion of Treg.

The ability of B cells to regulate inflammation was indicated as early as 1974 in models of delayed-type hypersensitivity, sarcoma and autoimmunity^24–26^. These studies fell short of definitively demonstrating a regulatory role for B cells. When μMT mice became available, we demonstrated that B cells were required for EAE recovery^1^. Subsequently, a regulatory role for B cells in a model of inflammatory bowel disease was demonstrated^27^, which were shown to regulate via IL-10^28^. B cells were also shown to regulate EAE severity via IL-10^4^. These studies were impactful on the field and led to a plethora of papers demonstrating B cell regulation via IL-10 in a variety of disease models and in humans^29,30^. Given the capacity for all B cell subsets to produce IL-10, in retrospect, it is not surprising that a number of B cell phenotypes were described that regulate via IL-10 production^29–32^. Recently, the phenotype of B cells that regulate via IL-10 was identified as a population of LAG-3^+^ regulatory plasma cells that develop from numerous B cell subsets in a BCR (B cell Ag receptor)-dependent manner^33^. In humans, the most definitive IL-10-producing B cell phenotype was reported as CD19^+^CD24^hi^CD38^hi^, which includes both immature and CD5^+^CD1d^hi^ B cells^34^. Thus, B cells that regulate via IL-10 are not a unique B cell subset.

To define IL-10-independent B regulatory mechanisms, we utilized an adoptive transfer model of EAE, that is, it does not require B cell effector functions^2,3,35^. This approach allowed us to discover that B cells induce the proliferation of Treg in a GITRL-dependent manner^3^. Our development of in vivo B cell regulatory assays allowed us to track the ability of purified B cell subsets to induce Treg proliferation^3^. This afforded us the opportunity to identify a definitive B cell regulatory phenotype. It is well known that the various IgG isotypes exhibit differential cell depletion. The effector function of the IgG subclass is determined by the Fc domain. The primary difference between the mouse IgG_1_ and IgG_2a_ subclasses is that the later binds with high affinity to both FcγRI and FcγRIV, which are activating receptors that facilitate antibody-dependent cell clearance^36–39^. In mice, anti-CD20 IgG_2a_ efficiently depletes all B cells in the spleen, while the IgG_1_ depletes the majority of FO B cells, but not the MZ subset (Fig. 1a)^12^. Using the partial depleting strategy, we determined that BD_L_ activity resided within the undepleted FO subset (Fig. 1g). This result surprised us because at the time B cell regulatory activity had not been described for the FO subset. By performing extensive B cell phenotyping on the non-depleted FO B cells, we found that they were enriched for cells expressing IgD^low/−^ (Fig. 2b). Retained IgM expression (Fig. 2a, d) indicated that they had not undergone isotype class switching leading to loss of IgD^40^.

To the best of our knowledge, a subset of FO B cells expressing IgD^low/−^ has not been previously described. Using functional assays, EAE and CHS disease models (Fig. 3), we concluded that BD_L_ are unique in their ability to induce Treg expansion. As for total B cells^3^, BD_L_ also require GITRL expression to induce Treg expansion (Fig. 5b–d). While GITRL expression is low on all B cell subsets, BD_L_ expressed significantly higher levels as compared to FO B cells (Fig. 5a). We found that upon adoptive transfer of BD_L_, ~13–20% of the Treg population underwent cell proliferation. Although Treg numbers increased 2–3-fold (Figs. 3a, 5b), we do not know whether the increase is due to a high proliferation of a small subpopulation of Treg or induction of Treg proliferation on larger scale. However, because the majority of the Treg underwent one to two cell divisions (Suppl. Figures 3B, 4B), we favor the later explanation. We tracked the fate of CD4 T cells during EAE and found both Treg and CD4 T cells were increased in μMT mice that received BD_L_ (Fig. 3d, e). These data are consistent with a report demonstrating that chronic B cell depletion during acute viral infection in mice disrupted the homeostasis of both Treg and conventional CD4 T cells^41^.

Currently, there are four major populations of mature B cells including B1a that arise from the fetal liver and BM-derived B1b, MZ, and FO subsets^42,43^. CD5^+^ B1a cells are the major producers of natural IgM and IgG_3_, aid in the control of infections, play a prominent role in autoimmunity, and produce high levels of IL-10^44,45^. CD5^−^CD11b^+^ B1b have the natural tendency to recognize protective antigens in bacteria^46^. MZ B cells are the first line of defense against blood-borne pathogens, particularly those with repeating polysaccharides^47^. FO B cells produce the majority of high-affinity isotype class-switched antibodies in a T cell-dependent manner^48^. Here, we now provide evidence for the existence of BD_L_ as a fifth mature B2 cell population that develops in the spleen from the T2 stage (Fig. 6). When BD_L_ were adoptively transferred into an environment that would support their short-term survival and expansion, we found that 12% of the transferred cells remained stable for 2 days (Fig. 7c, d). The remaining cells upregulated IgD and thus fell into the FO phenotyping gate. When we tracked BD_L_ following adoptive transfer in EAE just prior to EAE onset, 70% of B cells were BD_L_ (Fig. 8a). At the peak of disease, this level remained high at 60% (Fig. 8b). As EAE progressed the separation between the IgD^low/−^ and IgD^hi^ B cells became more evident and resembled what was observed in human spleen (Fig. 8, Fig. 9c). On day 30 the separation between IgD^low/−^ and IgD^hi^ B cells became less demarcated more closely resembling naive mice (Fig. 8c). These data suggest that immune responses induce BD_L_ expansion in parallel with the need for Treg to dampen inflammation.

Adoptive transfer studies demonstrate that a stable BD_L_ phenotype does exist (Figs. 6–8). However, their relationship to FO B cells is not clear. BD_L_ could directly differentiate into FO B cells, but we do not favor that hypothesis because the kinetics of the developmental studies show that both subsets emerge simultaneously (Fig. 6a, b). In addition, BD_L_ may be a subset of FO B cells, but because we have never found a situation in which FO B cells induce Treg proliferation, they are a functionally distinct subset. Figure 10 depicts a revised model of B cell development including BD_L_. As with other mature B cells, BD_L_ are endowed with a unique function whereby they play an essential role in tolerance. To that end, we previously showed that total B cell depletion led to a break in tolerance as indicated by reduced numbers of Treg and the onset of spontaneous EAE in MBP-TCR transgenic mice and acceleration of colitis onset in *Il10*^−/−^ mice^3^. Here, we demonstrate that BD_L_ induction of Treg expansion is also important for the resolution of CHS (Fig. 3f). Further support for a role for BD_L_ in regulating disease severity is a recent paper demonstrating that B cells via a GITRL-dependent manner induced Treg expansion that suppressed Friend’s virus-specific antibody responses in turn attenuating the magnitude of the germinal center response^49^. These cumulative results provide support for BD_L_ maintenance of Treg homeostasis being a broadly utilized mechanism in disease.

**Fig. 10:**
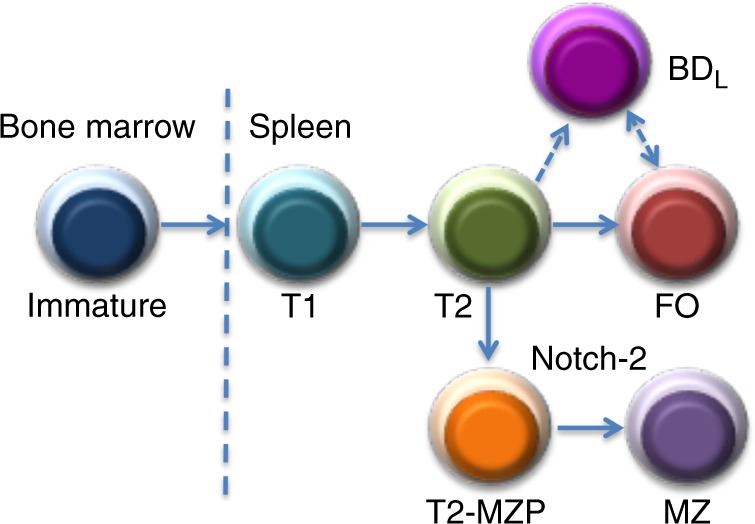
Revised model of B cell differentiation in the spleen including the BD_L_ subset. Currently, it is thought that immature B cells exit the BM and enter the spleen where they undergo sequential differentiation into T1 then T2, which differentiate into either FO B cells or T2-MZP that upon Notch-2 signaling further differentiate into MZ B cells. BD_L_ are a new mature B cell subset that differentiates directly from the T2 stage. Alternatively, BD_L_ could be a subset of FO B cells or differentiate from the FO stage

Because BD_L_ play an essential role in the maintenance of immunological tolerance they are clinically relevant. In autoimmunity, they could be potentially harnessed to increase Treg numbers^50^. Conversely, a reduction in BD_L_ thereby decreasing Treg numbers could promote immune responses to clear cancer^51^. Using IgD^low/−^ as the marker of BD_L_, we have been able to demonstrate the presence of BD_L_ in humans (Fig. 9). The ability to identify BD_L_ in the peripheral blood will allow their tracking in disease. The importance of B cells in a variety of diseases has become evident with antibody-based therapeutics to deplete B cells. In MS, B cell depletion with rituximab, an anti-CD20 monoclonal antibody (mAb), has demonstrated efficacy^52,53^. As with mouse, human IgG subclasses also exhibit differential cell-depleting activity and are organized into two groups. Type I lead to CD20 redistribution into lipid rafts triggering complement-dependent cytotoxicity^54,55^. Type II trigger homotypic adhesion and lysosomal nonapoptotic cell death^56–58^. Rituximab is a type I antibody and thus would be predicted to spare some populations of B cells^56^. New-generation type II anti-CD20 antibodies with increased cytotoxicity have been developed, thereby enhancing B cell depletion^59,60^. It is not known whether BD_L_ are refractory to depletion by anti-CD20 type I and/or II mAb. If BD_L_ are differentially depleted by anti-CD20 therapeutics, an intriguing concept would be to tailor their use such that Treg numbers are either maintained or reduced depending on the specific disease.

In this study, we provide evidence for the existence of BD_L_ whose unique effector function is the maintenance of immune tolerance by promoting the homeostatic expansion of Treg in a GITRL-dependent manner. Our findings are an important first step in determining the therapeutic potential of BD_L_.

## Methods

### Mice

B10.PL, C57BL/6J (CD45.2), B6.129S2-*Ighm*^*tm1Cgn*^/J (C57BL/6µMT), B6N(Cg)-*Tnfsf18*^*tm1.1(KOMP)Vlcg/J*^ (GITRL^−/−^) and B6.SJL-*Ptprc*^*a*^ *Pepc*^*b*^/BoyJ (CD45.1) mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). MBP-TCR transgenic mice and generation of Foxp3^EGFP^, µMT, and *Il10*^*−/−*^ mice on the B10.PL (H-2^u^) background was previously described^1,3,61^. MBP-TCR transgenic mice were genotyped by PCR using the following primers: forward-5ʹ-TGC AGT ATC CCG GAG AAG GG-3ʹ; reverse-5ʹ-TTC TCA TTT CCA TAG TTC TCA C-3ʹ. *Notch2*^fl/fl^CD19cre^−^ and *Notch2*^fl/fl^CD19cre^+^ mice were kindly provided by Dr. Shigeru Chiba (Tokyo University, Japan) and Dr. Maeda Takahiro (Beckman Research of the City of Hope, CA, USA)^16^. Mice were housed and bred at the animal facility of the Medical College of Wisconsin (MCW) and animal protocols using all relevant ethical regulations were approved by the MCW Institutional Animal Care and Use Committee. All experiments were carried out with mice that were age matched and sex matched utilizing both genders.

### B cell depletion in vivo

Anti-mouse-CD20 mAb (18B12IgG1) and its corresponding isotype control (2B8 msIgG1) were provided by Biogen Inc. Two hundred and fifty micrograms of antibody was intravenously (i.v.) injected into mice, once, or twice, 14 days apart.

### Peptide and antibodies

MBP Ac_1–11_ peptide (Ac-ASQKRPSQRSK) was generated by the Protein Core Laboratory of the Blood Research Institute, Versiti Wisconsin. The 2.4G2 hybridoma was obtained from American Tissue Culture Collection. Commercial antibodies utilized in this study are described in Supplementary Table 1.

### Flow cytometry and FACS purification

Single-cell suspensions from mouse and human spleens or human peripheral blood were obtained, counted and 0.2–1 × 10^6^ cells were cell surface stained with specific antibodies. Frozen human splenocytes were thawed and washed twice prior to staining. Intracellular Foxp3, IgD, and IgM staining was performed using the anti-mouse/rat Foxp3PE staining kit from eBioscience using anti-Foxp3, anti-IgD, or anti-IgM in the final step (San Diego, CA, USA) as per the manufacturer's instructions. Cells were acquired on an LSRII flow cytometer (BD Biosciences, San Diego, CA, USA) and data were analyzed using the FlowJo software (Tree Star Inc., Ashland, OR, USA). Fluorochrome-labeled and/or enhanced green fluorescent protein (EGFP)-expressing cells were sorted using a FACSAria cell sorter (BD Biosciences, San Diego, CA, USA).

### Histolological analysis

Frozen section (6 μM) of spleens from B10.PL mice treated with 250 μg anti-CD20 antibody (18B12IgG1) or isotype control (2B8msIgG1) were fixed with acetone for 10 min. The fixed splenic sections were stained with anti-mouse IgM-PE-Dazzle 594, IgD-Alex Fluor 488, anti-mouse CD3Brilliant Violet 421, and anti-mouse CD209b (SIGN-R1)-APC and images were captured with Olympus VS120 fluorescent microscope at ×80 magnification.

### EAE induction

EAE was induced by the i.v. adoptive transfer of 1 × 10^6^ MBP-specific encephalitogenic T cells activated in vitro with MBP Ac_1–11_ peptide into sublethally irradiated (360–380 rad) mice as described^2,35^. Clinical symptoms of EAE were scored daily as follows: 0, no disease; 1, limp tail; 1.5, hind limb ataxia; 2, hind limb paresis; 2.5, partial hind limb paralysis; 3, total hind limb paralysis; 4, hind and fore limb paralysis; and 5, death.

### Sorting and adoptive transfer of B cells

Total splenic B cells from 8–10-week-old mice were purified by negative selection using magnetic cell sorting (STEMCELL Technologies, Vancouver, BC, Canada) followed by FACS purification of FO (B220^+^IgM^+^CD21^int^CD23^+^CD93^−^) or MZ (B220^+^IgM^hi^CD21^hi^CD23^−^CD93^−^) B cells from anti-CD20-depleted mice or FO (IgD^hi^), MZ, BD_L_ (B220^+^IgM^+^CD21^int^CD23^+^CD93^−^IgD^low/−^), or T2 (B220^+^IgM^hi^CD21^low/−^CD23^+^CD93^+^) B cells from WT or *Tnfsf18*^−/−^ mice. B cell purities were ~99% as determined by flow cytometry. For some experiments, FACS-purified B cells were incubated with anti-mouse GITRL (10μg/ml) at 4 °C for 60 min for GITRL blocking. B cells were washed in phosphate-buffered saline (PBS) and 5–20 × 10^6^ cells were i.v. injected into each recipient mouse. EAE or CHS challenge was induced 3 days later or splenic CD4^+^Foxp3^+^ cells were enumerated on day 10. For CHS, B cells were transferred one day after sensitization. We have found that BD_L_ functional activity is equivalent on both the B10.PL and C57BL/6 backgrounds, and thus both strains were utilized in the studies described.

### Induction of CHS

C57BL/6 mice were sensitized by epicutaneous application of 100 µL 3% (wt/vol) oxazolone (4-ethoxymethylene-2-phenyl-2-oxazolin-5-one) (Sigma-Aldrich, St. Louis, MO, USA) in an acetone:ethanol mixture (1:3 v/v) to shaved abdominal skin. After 4 days, ear thickness was measured using a micrometer. Mice were then challenged by application of 10 µL 1% (wt/vol) oxazolone in an acetone:olive oil mixture (1:1 v/v) to both sides of the ears and ear thickness was measured every 24 h for 5 days.

### RNA-seq and PC analysis

Total RNA was isolated from sorted B cells using RNAqueous^®^-4PCR kit (Ambion, Austin, TX, USA). RNA-seq was performed by PerkinElmer (Waltham, MA, USA) using the TruSeq stranded mRNA kit (Illumina, San Diego, CA, USA) on an Illumina HiSeq2500, running HiSeq Control Software V2.2.68, and Real-time Analysis (RTA) software V1.18.66.3. Basecall files (*.bcl) generated by the Illumina instruments were de-multiplexed and converted to fastq.gz format using bcl2Fastq v1.8.2., one file per direction, and two files per sample. For samples that were sequenced on multiple lanes and/or multiple flow cells, resulting fastq.gz files were concatenated into single file sets. The raw fastq files were then mapped to the whole mouse genome build mm9 using Tophat v2.1.0 with parameters --no-novel-juncs --no-coverage-search. Cufflinks were used to estimate the transcript abundance in Fragments Per Kilobase of exon model per Million mapped fragments (FPKM). The average FPKM was calculated for each sample and log_2_ FPKM was used for PC analysis. Differential expression analysis was conducted with Cuffdiff^62^ to calculate the most differentially expressed significant genes based on a Benjamini–Hochberg adjusted *p* value < 0.05 an absolute fold change of 2 or greater. All significantly differentially expressed genes (log_2_ fold change <−1 or >1; adjusted *p* value <0.05) were ordered by descending fold change for gene set overrepresentation analysis. This gene list was submitted to g:Profiler version r1741_e90_eg37^63^ as an ordered query to identify overrepresented terms and pathways within the Gene Ontology^64,65^ biological process and Kyoto Encyclopedia of Genes and Genomes ^66,67^ databases.

### B cell development assays

C57BL/6 mice were sublethally irradiated (500 rad) and on days 11, 13, 15, 17, 19, 21, and 24 the absolute number of splenic T2, FO, and BD_L_ was determined by flow cytometry. C57BL/6 mice were lethally irradiated (950 rad) and transplanted with 5 × 10^6^ total BM cells from C57BL/6J CD45.1 mice. C57BL/6J CD45.1 mice were sublethally irradiated (500 rad) and 15 days later splenic T2 B cells were FACS purified and labeled with CFSE (Invitrogen, Carlsbad, CA, USA) prior to adoptive transfer (1.25 × 10^6^) into C57BL/6J CD45.2 recipient mice. Donor (CD45.1^+^CFSE^+^) T2, FO, and BD_L_ were quantitated 24 and 48 h post transfer. C57BL/6J mice were sublethally irradiated (500 rad), and on day 11 post irradiation, they were adoptively transferred CFSE-labeled FO or BD_L_ (1.5 × 10^6^) from C57BL/6J CD45.1 donor mice. Donor (CD45.1^+^CFSE^+^) FO and BD_L_ were quantitated 24 and 48 h post transfer.

### Isolation of human splenocytes and peripheral blood mononuclear cells

Human splenic tissue was obtained from the Wisconsin Donor Network and Tissue Bank, Versiti Wisconsin (Milwaukee, WI, USA) through written informed consent and approved by the Institutional Review Board (IRB) of Versiti Wisconsin as non-human subject research. Portions of human splenic tissue were digested with collagenase D (1 mg/ml) (Roche) for 1 h followed by dissociation using gentleMACS™ C tubes in combination with the gentleMACS Dissociator (Miltenyi Biotec, San Diego, CA, USA)^68,69^. Red blood cells were lysed with RBC lysis buffer (eBioscience) and lymphocytes were further purified using 60% percoll (Sigma, St. Louis, MO, USA). Cells were washed and stored frozen in liquid nitrogen. Peripheral blood lymphocytes were isolated from buffy coats obtained from Versiti Wisconsin from healthy donors in a non-human subject research manner. Buffy coats were diluted 2× with PBS and lymphocytes were separated using a 60% Percoll gradient.

### In vitro co-culture of human B cells and Treg

B cells, APC (CD19^−^CD3^−^), and CD4^+^CD25^hi^ Tregs were FACS purified from human splenocytes or peripheral blood from the same donor. The sorted Tregs were labeled with 3μM CFSE and cultured alone (0.5 × 10^5^) or with sorted B cells (1 × 10^5^) in the presence of anti-CD3 (OKT3) (2 µg/ml) and irradiated (3000 rad) APC or in the presence of plate-bound anti-CD3 (10 mg/ml) and anti-CD28 (10 mg/ml). After 96 h, the cells were stained with CD4, CD25, and DAPI (Thermo Fisher Scientific, Waltham, MA, USA) and proliferation of Tregs was determined by dye dilution and by flow cytometry^3^.

### Statistical analysis

Data were analyzed using GraphPad prism (San Diego, CA, USA) and were presented as mean ± SEM. Statistical significance was determined using the unpaired *t* -test. *P* values <0.05 were considered significant.

## Supplementary information

Supplementary Information

Peer Review File

## Data Availability

The RNA-seq data have been deposited in the Gene Expression Omnibus under the accession code GSE111911 and went public December 3, 2018. All relevant data and novel reagents are available from the authors upon request.

# Supplementary material for: Mature IgDlow/- B cells maintain tolerance by promoting regulatory T cell homeostasis
**Source:** Nat Commun. 2019 Jan 14;10:190. doi: 10.1038/s41467-018-08122-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Materials**

### **Mature IgD<sup>low/-</sup> B Cells Maintain Tolerance by Promoting Regulatory T Cell Homeostasis**

Ray, et al.

## Supplementary Figure 1

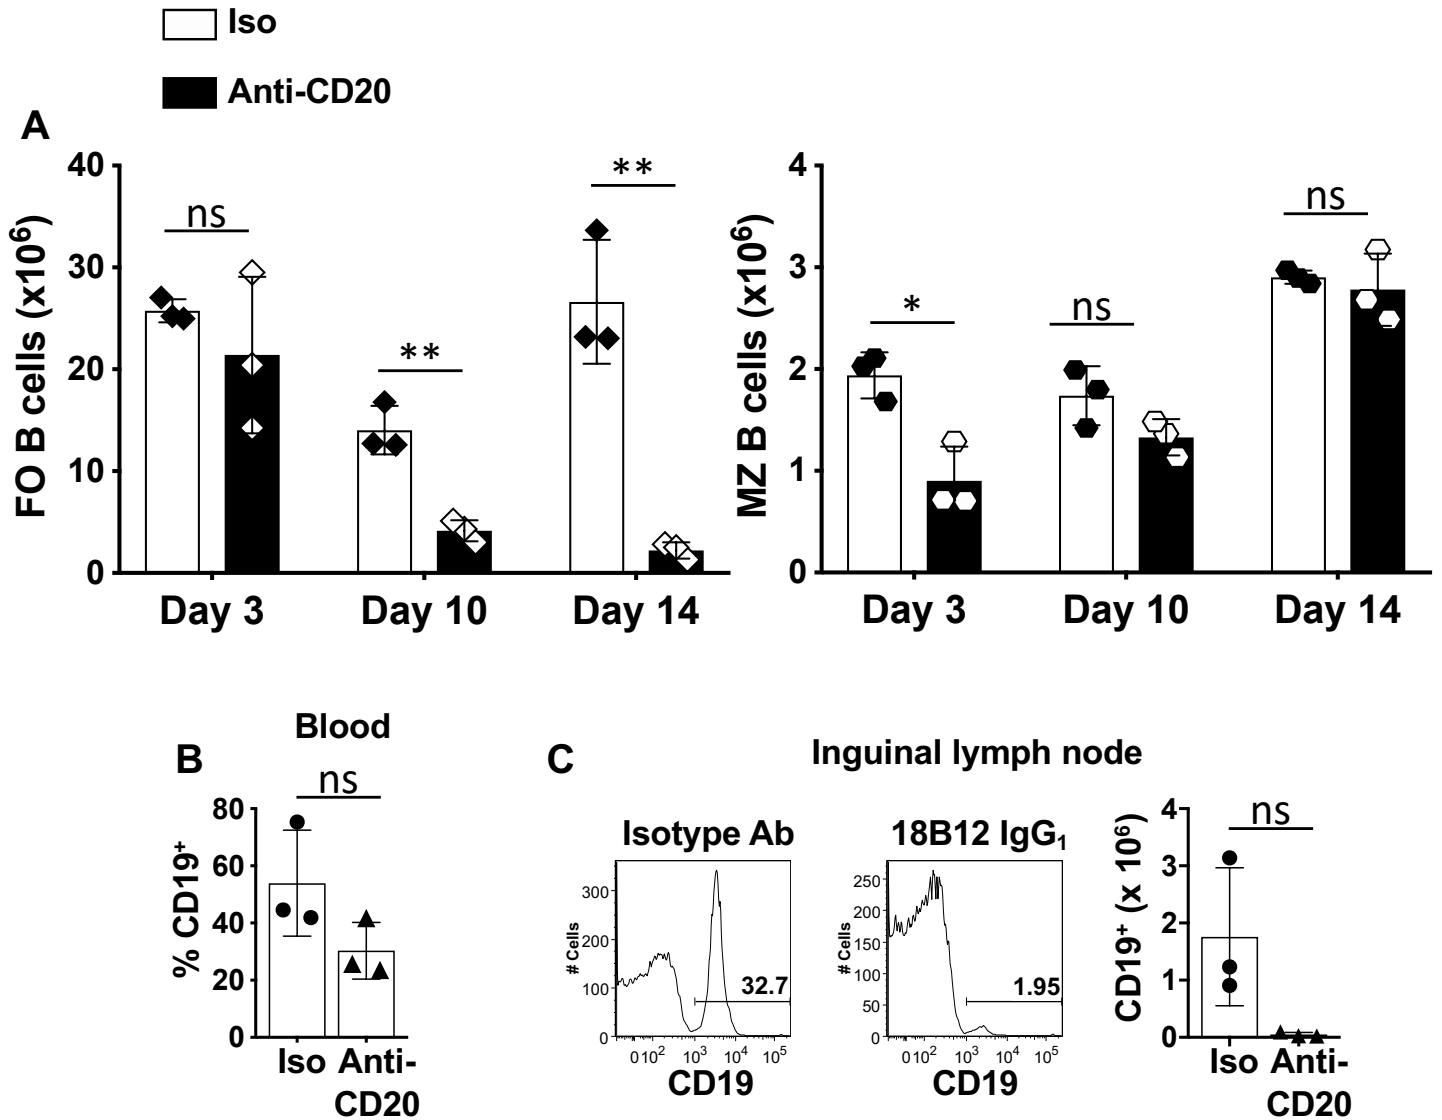

**Supplemental Figure 1. B cell depletion in the spleen, blood and inguinal lymph nodes with anti-CD20 IgG<sub>1</sub>.** B10.PL mice were i.v. administered anti-CD20 (18B12IgG<sub>1</sub>) or its isotype control (2B8msIgG<sub>1</sub>) (250 mg). Three (A), 10 (A) or 14 (A-C) days later the absolute number of total B cells (CD19<sup>+</sup>) in the spleen (A), peripheral blood (B) and inguinal lymph nodes (C) was determined by flow cytometry. Individual data points (mice) are shown superimposed upon the mean  $\pm$  SEM. C) The left two histograms show representative flow cytometry gating. \*p<0.05; \*\*p<0.01; ns = not significant.

## Supplementary Figure 2

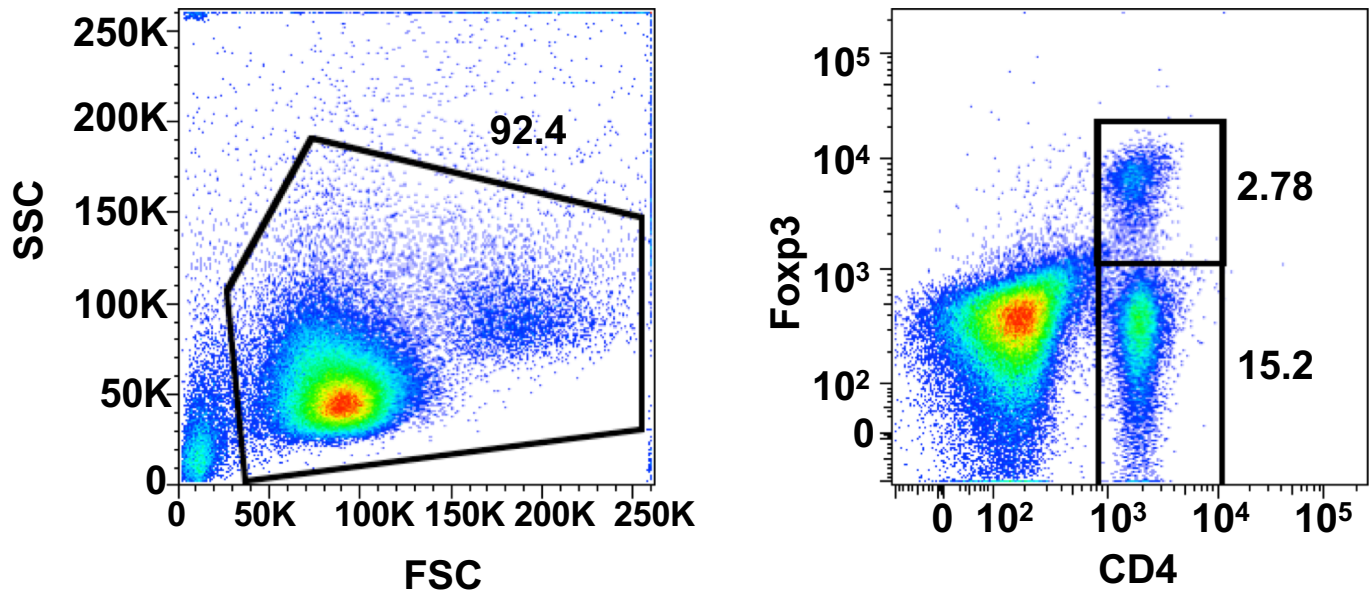

**Supplemental Figure 2. Representative gating strategy for mouse CD4<sup>+</sup> T cells and Treg.** Single cell suspensions from the spleen were stained for CD4 and Foxp3. The cells were gated for lymphocytes (left panel) and subsequently analyzed for CD4 and Foxp3 expression (right panel). CD4<sup>+</sup>Foxp3<sup>+</sup> Treg are located in the upper right gate. This gating strategy is for Fig. 1D, 3A, 3B, 3D, 3E, 3G and 5B-D.

### Supplementary Figure 3

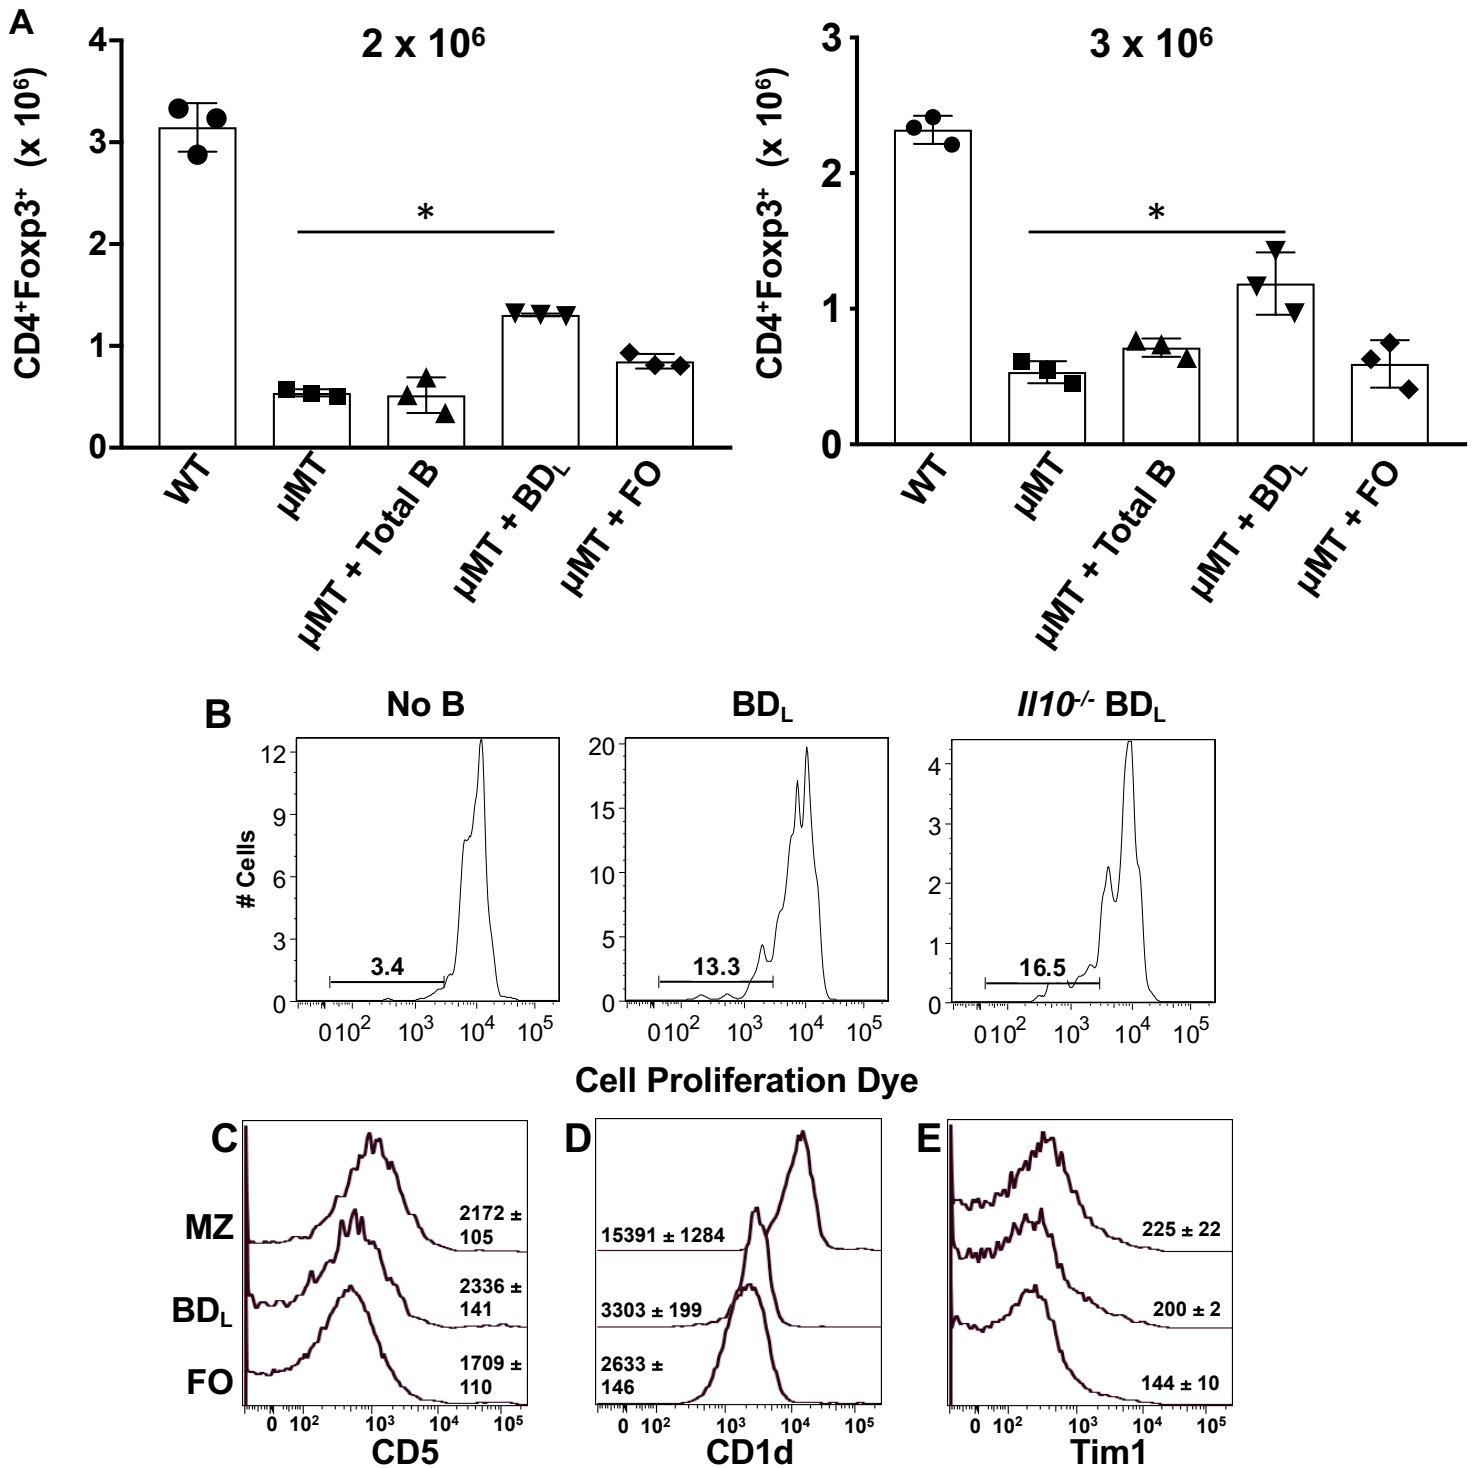

**Supplemental Figure 3. BD<sub>L</sub> induce Treg proliferation in a dose-responsive manner independent of IL-10.** B10.PLμMT mice were reconstituted with 2 x 10<sup>6</sup> (A, left panel) or 3 x 10<sup>6</sup> (B, right panel) FACS purified total, BD<sub>L</sub> or FO B cells and the absolute number of splenic Treg was determined by flow cytometry 10 days later. WT and μMT mice received PBS. Individual data points (mice) are shown superimposed upon the mean ± SEM. \*p<0.05. B) Splenic Treg (CD4<sup>+</sup>Foxp3<sup>EGFP</sup>) were sorted and labeled with cell proliferation dye and were i.v. transferred (0.2 x 10<sup>6</sup>) into μMT mice with WT or *Il10*<sup>-/-</sup> FACS purified BD<sub>L</sub> (5 x 10<sup>6</sup>) or alone. Seven days later proliferation of the labeled EGFP<sup>+</sup> Treg in the spleen was determined by flow cytometry. WT C57BL/6 mice were used to assess expression levels of CD5 (C), CD1d (D) and Tim1 (E) on BD<sub>L</sub> by flow cytometry.

## Supplementary Figure 4

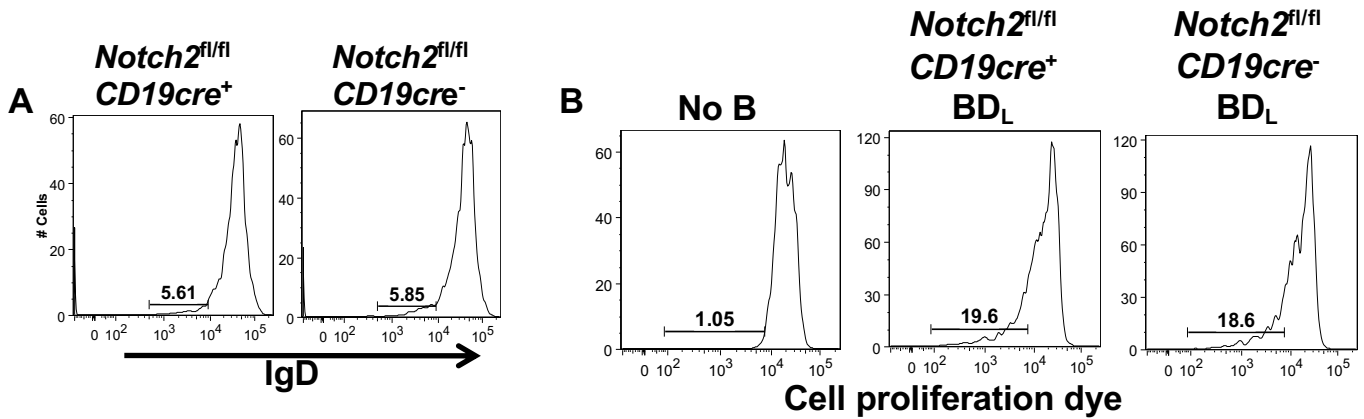

**Supplemental Figure 4. BD<sub>L</sub> are not from the MZ B cell lineage.** A) The presence of BD<sub>L</sub> was determined in the spleen of *Notch2<sup>fl/fl</sup>CD19cre<sup>+</sup>* and *Notch2<sup>fl/fl</sup>CD19cre<sup>-</sup>* mice by flow cytometry. Splenic Treg (CD4<sup>+</sup>Foxp3<sup>EGFP</sup>) were FACS purified and labeled with cell proliferation dye and were i.v. transferred ( $0.2 \times 10^6$ ) into  $\mu$ MT mice with WT, *Notch2<sup>fl/fl</sup>CD19cre<sup>+</sup>* or *Notch2<sup>fl/fl</sup>CD19cre<sup>-</sup>* FACS purified BD<sub>L</sub> ( $5 \times 10^6$ ) or alone. Seven days later proliferation of the labeled EGFP<sup>+</sup> Treg in the spleen was determined by flow cytometry.

## Supplementary Figure 5

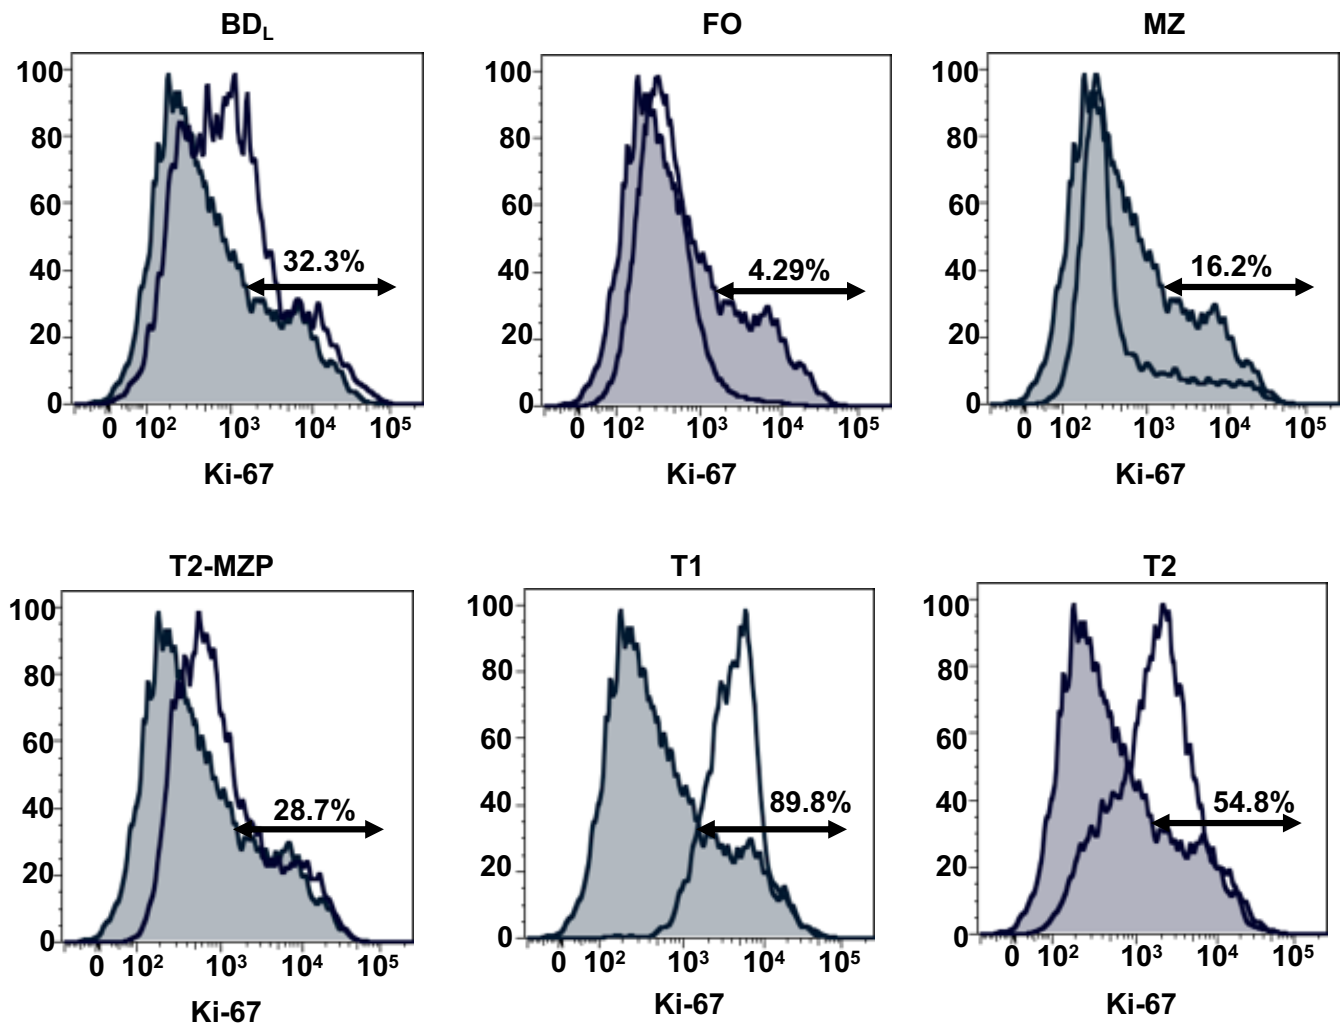

**Supplemental Figure 5. Representative gating strategy for Ki-67 analysis.** Single cell suspensions from the spleen were stained for B cell markers and gated as for Fig. 2A for BD<sub>L</sub>, FO, MZ, T2-MZP, T1 and T2 subsets. The gating control is a single color Ki-67 stain of total splenocytes in which the negative and positive populations are discernable. The positive control gating is shown by the arrow. This gating strategy is for Fig. 4F.

# Supplementary Figure 6

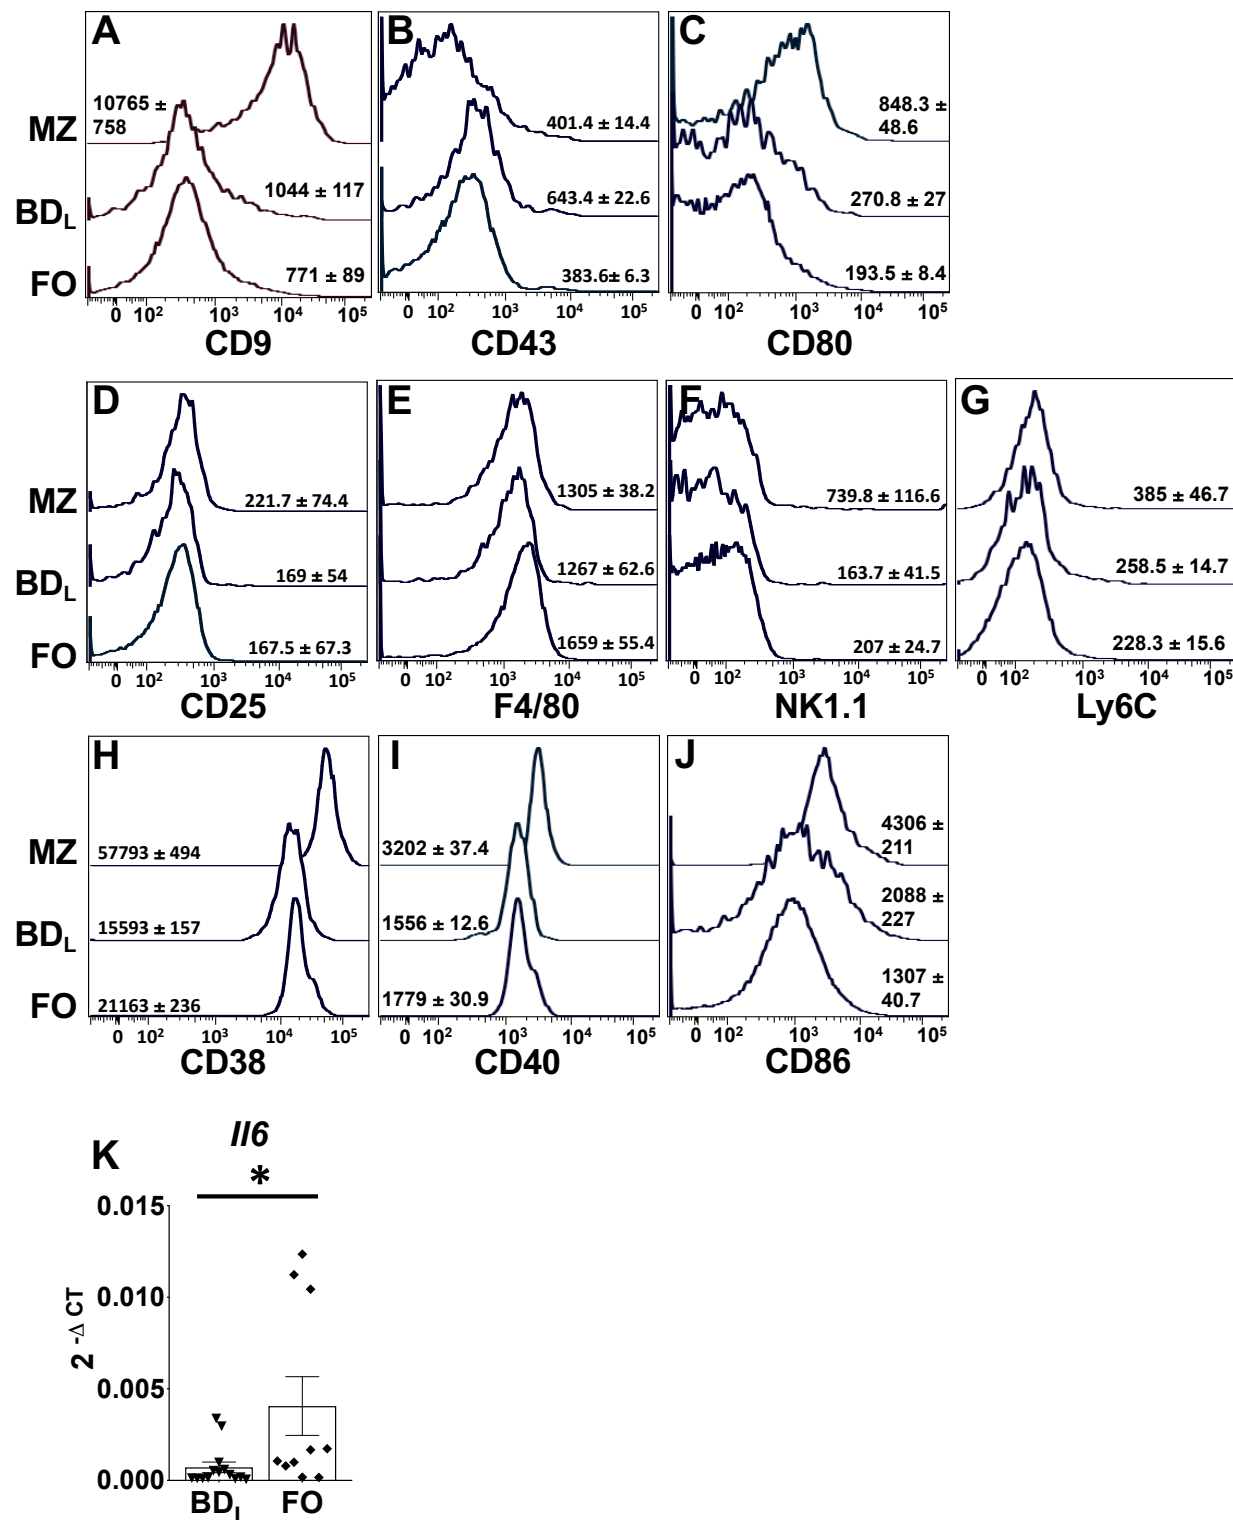

**Supplementary Figure 6. Phenotypic comparisons of FO, BD<sub>L</sub> and MZ B cells.** A-J) WT C57BL/6 mice were used to assess cell surface expression levels of the indicated proteins on FO, BD<sub>L</sub> and MZ B cells by flow cytometry. The mean fluorescence intensity ± SEM is shown from 4-9 mice. K) BD<sub>L</sub> and FO B cells were FACS purified and following cDNA generation qPCR was utilized to assess relative levels of *I/6* mRNA expression. The *I/6* primers used are: Forward-5'-TAGTCCTTCCTACCCCAATTTC-3'; Reverse-5'-TTGGTCCTTAGCCACTCCTTC-3'. Individual data points are shown superimposed upon the mean ± SEM. \*p<0.05.

## Supplementary Figure 7

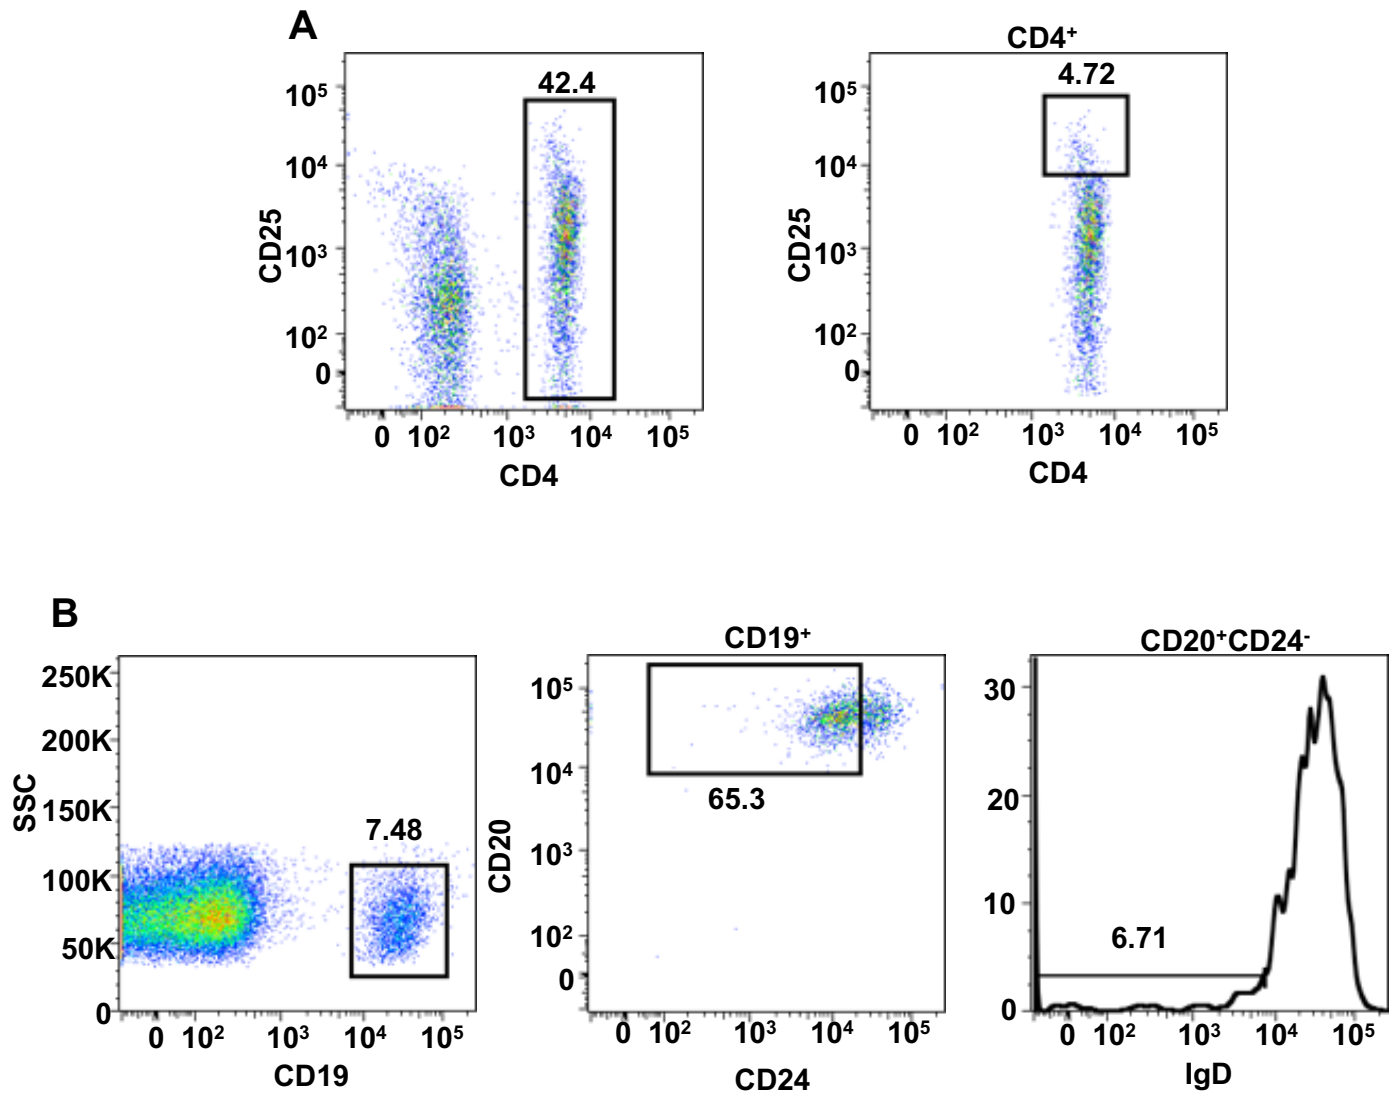

**Supplemental Figure 7. Representative gating strategy for human Treg and IgD<sup>low/-</sup> and IgD<sup>hi</sup> B cells.** A) Single cell suspensions from human spleen were stained for CD4 and CD25. CD4<sup>+</sup> T cells were gated for CD25<sup>hi</sup> Treg. This gating strategy is for Fig. 9D,F. B) Human peripheral blood was stained for CD19, CD20, CD24 and IgD. CD19<sup>+</sup> B cells were analyzed for expression of CD20 and CD24. CD20<sup>+</sup>CD24<sup>-</sup> mature B cells were analyzed for expression of IgD. The percentage of cells in the indicated gates is provided.

**Supplementary Table 1. Commercial Antibodies Utilized**

| <b>Antibody<sup>1</sup></b> | <b>Specificity<sup>2</sup></b> | <b>Source<sup>3</sup></b> | <b>Catalog<sup>4</sup></b> | <b>Dilution<sup>5</sup></b> |
|-----------------------------|--------------------------------|---------------------------|----------------------------|-----------------------------|
| B220-PE/CF594               | Mouse                          | BD Biosciences            | 562290                     | 1:100                       |
| GITRL-Alexa Fluor 647       | Mouse                          | BD Biosciences            | 563542                     | 1:100                       |
| GITRL-Purified              | Mouse                          | Biolegend                 | 120302                     | 1:100                       |
| B220-Alexa Fluor 700        | Mouse/Human                    | Biolegend                 | 103232                     | 1:100                       |
| IgM-PE Dazzle 594           | Mouse                          | Biolegend                 | 406529                     | 1:100                       |
| IgD-PE                      | Mouse                          | Biolegend                 | 405705                     | 1:100                       |
| IgD-Alexa Fluor 488         | Mouse                          | Biolegend                 | 405717                     | 1:100                       |
| CD45.1-Alexa Fluor 647      | Mouse                          | Biolegend                 | 110720                     | 1:100                       |
| Ki-67-APC                   | Mouse                          | Biolegend                 | 652405                     | 1:200                       |
| CD36-APC                    | Mouse                          | Biolegend                 | 102611                     | 1:100                       |
| CD5-PE/Cy5                  | Mouse                          | Biolegend                 | 100609                     | 1:100                       |
| CD20-APC                    | Mouse                          | Biolegend                 | 150411                     | 1:100                       |
| CD365 (Tim-1)-PE            | Mouse                          | Biolegend                 | 119505                     | 1:100                       |
| CD1d-APC                    | Mouse                          | Biolegend                 | 123521                     | 1:100                       |
| CD9-Alexa Fluor 647         | Mouse                          | Biolegend                 | 124809                     | 1:100                       |
| CD3-Brilliant Violet 421    | Mouse                          | Biolegend                 | 100228                     | 1:100                       |
| CD43-PE                     | Mouse                          | Biolegend                 | 121207                     | 1:100                       |
| CD38-AF647                  | Mouse                          | Biolegend                 | 102716                     | 1:100                       |
| F4/80-PE/Cy5                | Mouse                          | Biolegend                 | 123112                     | 1:100                       |
| NK1.1-APC                   | Mouse                          | Biolegend                 | 108709                     | 1:100                       |
| CD40-PE                     | Mouse                          | Biolegend                 | 102805                     | 1:100                       |
| CD86-PE                     | Mouse                          | Biolegend                 | 105007                     | 1:100                       |
| Ly6C-APC                    | Mouse                          | Biolegend                 | 105007                     | 1:100                       |
| TCR- $\beta$ -FITC          | Mouse                          | eBioscience               | 11-5961-82                 | 1:100                       |
| CD21-eFluor 450             | Mouse                          | eBioscience               | 48-0212-82                 | 1:100                       |

|                          |       |             |            |       |
|--------------------------|-------|-------------|------------|-------|
| CD23-PE/Cy7              | Mouse | eBioscience | 25-0232-82 | 1:100 |
| CD93-PE                  | Mouse | eBioscience | 12-5892-82 | 1:100 |
| CD80-PE/Cy5              | Mouse | eBioscience | 15-0801-82 | 1:100 |
| IgD-FITC                 | Mouse | eBioscience | 11-5993-85 | 1:100 |
| IgM-APC                  | Mouse | eBioscience | 17-5790-82 | 1:100 |
| CD4-FITC                 | Mouse | eBioscience | 11-0041-85 | 1:100 |
| Foxp3-PE                 | Mouse | eBioscience | 12-5773-80 | 1:100 |
| CD209b (SIGN-R1)-APC     | Mouse | eBioscience | 17-2093-80 | 1:100 |
| CD25-APC                 | Mouse | Caltag      | RM6005     | 1:100 |
| CD4-APC/Cy7              | Human | Biolegend   | 317417     | 1:100 |
| CD19-PerCP/Cy5.5         | Human | Biolegend   | 302229     | 1:100 |
| CD20-AF700               | Human | Biolegend   | 302322     | 1:100 |
| CD24-PE/Cy7              | Human | Biolegend   | 311119     | 1:100 |
| IgD-Brilliant Violet 421 | Human | Biolegend   | 348225     | 1:100 |
| CD25-PE                  | Human | Biolegend   | 356103     | 1:100 |
| CD3                      | Human | Biolegend   | 317303     | 1:100 |
| CD28                     | Human | Biolegend   | 302913     | 1:100 |

---

<sup>1</sup>Antibody specificity and fluorochrome

<sup>2</sup>Species specificity of the antibody

<sup>3</sup>BD Biosciences, San Diego, CA; Biolegend, San Diego, CA; eBioscience, San Diego, CA; Caltag Laboratories, Burlingame, CA

<sup>4</sup>Catalog number of the antibody

<sup>5</sup>Dilution used of the stock vial of antibody

How the deposited data were processed for this re-analysis (not part of the article)

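RNA-seq was analysed for 9 libraries of splenic B cells, 3 each of BD_L_, FO and MZ B cells, sorted on 3 dates from pools of 5 mice per sort. The subset and the sort date of each library were taken from the sample labels, and libraries of one date carry the same replicate number. The flow cytometry, the quantitative PCR, the transfer experiments and the authors' table of Cuffdiff results were not analysed here.

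The authors aligned the reads to mouse genome mm9 with Tophat, computed FPKM with Cufflinks, and deposited one FPKM per gene and library. The columns sum to between 446033 and 517208 FPKM and were used as deposited, without further scaling. Between 7634 and 8599 of the 24459 rows are at 0 in each library. Of the gene symbols, 271 occur more than once, on 776 rows, and for 94 of them the repeated rows differ in FO replicate 1 only. Each row was kept as deposited. No row carries the immunoglobulin heavy constant genes Ighd or Ighm or the class-switched ones, so that IgD itself was not measured.

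The table holds no counts. Depth was estimated from the steps between low values of genes with a single transcript of at least 3000 nt, where between 63.6% and 74.5% of the values per library lay within 0.1 of a whole number of fragments, against 20% by chance. The depth of the BD_L_ libraries relative to FO replicate 1 was 0.934, 1.05 and 1.222 for replicates 1 to 3. Fragment numbers given for single genes follow from this estimate and the longest annotated transcript, and are approximate. Gene positions and transcript lengths came from GENCODE M1 on NCBIM37, which has a gene for 92.1% of the symbols and may differ from the annotation the authors used.

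Values were analysed as log2(FPKM + 0.1). The 11597 rows with a mean of at least 0.5 FPKM over the 9 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a trend), with the subset as the only term and all 9 libraries in the fit. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05 and a fold change of at least 2. Single genes and PC scores were also compared with a two-sided exact permutation test, whose smallest p for 3 libraries against 3 is 0.1. Lists of genes were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Gene lists were cell cycle genes of S and G2/M phase, the genes drawn in Fig. 4c to 4e, markers of germinal centre B, plasma, B1, transitional B, T, myeloid, erythroid and NK cells, markers of MZ and FO B cells, sex-linked genes, and immediate early genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

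The tests, thresholds, gene lists and most alternatives were set before the data were examined. The text names every gene that the paper's text names, the first 3 bars of each of Fig. 4c to 4e and the genes of those panels that were not called, and for each comparison the 5 genes in each direction with the largest fold change among those called and changed the same way in all 3 same-date pairs. A few genes that meet this rule are not reported. The closing section also names genes for proteins the paper measured by flow cytometry and single genes of the marker and sex-linked lists.

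The fit was tested on simulated data drawn from the fitted means and spreads of the genes tested. Of 200 genes changed by 1.5 on the log2 scale, 87% were called in the right direction, with 1 call among the unchanged genes and 0 calls when no gene was changed. A list shifted by 0.5 had a camera p of 4.61e-65, and the same list without the shift one of 0.427.

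Whether the sort date pairs the libraries was checked by the correlation across genes of each library's deviation from its subset mean. For libraries of one date it was 0.147, -0.062 and 0.049 between BD_L_ and FO, 0.1, 0.182 and 0.244 between BD_L_ and MZ, and 0.024, 0.008 and 0.014 between FO and MZ B cells. The paper's methods name no such term, so the fit had none, and the sort date was tried as a block.

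The alternatives were 0.01 or 1 in place of 0.1 added, a minimum of 1 FPKM or none, the 6 libraries of the compared subsets alone, the sort date as a block, upper quartile scaling, quantile normalization, eBayes without a trend or robust, repeated symbols summed, an adjusted p without a fold change minimum, the ratio of mean FPKM as the fold change, and each library left out in turn. For the PC analysis they also included genes scaled to unit variance, the 500 genes with the largest variance, and subsets as observations, and for distances the Spearman correlation. A minimum of 0.1 FPKM, repeated symbols left out, a correction for GC content and transcript length alone or with the sort date as a block, and no minimum together with 0.01 or 1 added, the sort date as a block or the 6 libraries alone were chosen after the data were seen.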

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

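The counts over other splits of the libraries were planned, and the gene lists and their tests were set before the data were examined. The use of the lists to weigh an explanation, and the other tests given here, were chosen only after the results were seen.

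The paper compares MZ B cells with the other subsets by PC analysis and reports no genes for them. Here 905 genes were called between BD_L_ and MZ B cells and 1035 between FO and MZ B cells. Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many calls in either comparison. As 10 splits cannot give a share under 0.1, this share alone does not exclude a grouping by chance. The other splits gave at most 3 calls in each comparison, and those that also part the libraries of all 3 dates at most 1 and 3. Simulated data with no gene changed gave 0 calls. These low counts do not decide whether a grouping by chance gave the 905 and 1035 calls. The other splits mix the subsets, which puts any difference between them into the spread. The simulation drew each gene and library independently, so it held no variation shared across genes. A trend with GC content and transcript length is argued against as the whole cause, since 892 and 953 genes were called after a correction for both with the sort date as a block, which had values for 93.3% and 93.6% of the genes called. Small RNA rows were 4 of the genes higher and 10 of those lower in BD_L_ than in MZ B cells, and 9 in each direction between FO and MZ B cells. The subset for which the cells were sorted remains open as the biological explanation. All 8 MZ markers were called higher in MZ B cells in both comparisons. Among the lists of other cells, the B1 list had a median log2 fold change of -1.775 for FO over MZ B cells (adjusted p = 0.00111 from camera) and -0.145 for BD_L_ over MZ B cells (0.638), the myeloid list -0.438 (0.0845) and -0.207 (0.375), the plasma cell list -0.302 (0.2) and -0.376 (0.371), the T cell list 0.152 (0.339) and 0.667 (0.371), the NK cell list -0.114 (0.365) and 0.287 (0.638) and the erythroid list, of which 2 genes were tested, -0.697 (0.326) and 0.528 (0.638). The transitional B cell list had 1.37 (0.058) for FO over MZ and 2.807 (0.000387) for BD_L_ over MZ B cells, the germinal centre list 0.45 (0.0845) and 0.951 (0.0574), and the FO markers 2.024 (9.17e-05) and 1.629 (0.00086). Other cells in the MZ, BD_L_ or FO fraction are not excluded by these values. The immediate early list had a median of -0.426 (adjusted p = 0.0845 from camera) for FO over MZ B cells. For BD_L_ over MZ B cells it was -0.606 (0.0071), with 5 of 11 genes called lower in BD_L_. With an estimated correlation the unadjusted p from camera was 0.329 and 0.133. What this list reflects in the MZ libraries was not tested.

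Tnfsf18, which the paper examines in BD_L_ and FO B cells, had a higher mean FPKM in MZ B cells than in BD_L_, by a ratio of 2.55, with 0.765, 0.689 and 0.592 FPKM in MZ replicates 1 to 3, or approximately 65.7 to 92.1 fragments. Without the minimum of 0.5 FPKM the log2 fold change was -1.09 for BD_L_ over MZ (adjusted p = 9.21e-04 from limma) and -1.94 for FO over MZ B cells (adjusted p = 4.85e-05), in the same direction in all 3 same-date pairs. One transcript length applies to all libraries, and the relative depth of 0.903 to 1.222 is far smaller than this ratio. Neither a technical nor a biological explanation was tested for this gene, and its protein, which the paper measured by flow cytometry, was not analysed here.

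Mki67, the gene for Ki-67, had 4.5 FPKM in MZ B cells, compared with 3.17 in BD_L_ and 0.513 in FO B cells. Its log2 fold change was 2.42 for BD_L_ over FO (adjusted p = 1.44e-04 from limma), -2.90 for FO over MZ (adjusted p = 5.96e-06) and -0.48 for BD_L_ over MZ B cells (adjusted p = 0.0498, under the fold change minimum). The cell cycle list had a median log2 fold change of 0.234 for MZ over FO B cells (p = 2.25e-05 from camera, 4.52e-06 from fry and 0.0183 with an estimated correlation), and medians of -0.28, -0.28 and -0.21 for FO over MZ in the pairs of replicates 1 to 3. Between BD_L_ and MZ B cells its median was -0.008 (adjusted p = 0.957 from camera), over parts that went opposite ways. The S phase genes had a median of 0.166 (adjusted p = 0.358 from camera, and unadjusted 0.000183 from fry), with 0.15, 0.209 and 0.183 by date, and the G2/M genes one of -0.086 (adjusted p = 0.371 from camera, and unadjusted 0.498 from fry), with -0.104, -0.064 and -0.023. Neither a technical nor a biological explanation was tested for these results.

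Xist and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty, which the paper does not discuss, differed mostly between sort dates. Xist had 66.1 FPKM in FO replicate 1, 88.1 in BD_L_ replicate 1 and 141 in MZ replicate 1, with Y-linked sums of 0.0359, 0.128 and 0.058 FPKM. On the second date Xist (22.5, 24.1 and 50.1 FPKM in FO, BD_L_ and MZ B cells) and the Y-linked sum (58.5, 64.4 and 62.1) were both present, and on the third Xist was at 0.0727, 0.104 and 0.0513 FPKM with Y-linked sums of 83, 61.2 and 88.3. A mislabelled sample, in the sense of a library of one date carried under another, is argued against, since on each of the 3 dates Xist and the Y-linked sum were present or near 0 alike in the 3 subsets. Within the first 2 dates the level of Xist was lowest in FO and highest in MZ B cells, and no explanation was tested for this. A swap of subsets within a date would leave unchanged which of these genes are present on a date, and was not tested by them. The values are consistent with pools of female mice on the first date, of both sexes on the second and of male mice on the third, and the paper states that mice of both sexes were used. The sort date and the sex of the mice cannot be separated in these libraries, and each date has 1 library of each subset.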

How the results depend on the processing

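Of the alternatives below, a minimum of 0.1 FPKM, the correction for GC content and transcript length, and no minimum combined with any other change were chosen after the data were seen. Where no reason is given, the cause was not tested.

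The 190 genes higher in BD_L_ than in FO B cells became 78 with 1 added in place of 0.1, which shrinks the fold changes of low genes by construction, and all 78 were among the 190. With an adjusted p alone, which drops a condition, 701 were higher and 195 lower, and with no minimum and 0.01 added 421 and 59. Of these 421 genes, 184 were among the 190. Under the remaining alternatives the number of higher genes lay between 149 and 266. The 31 lower genes became 16 with 1 added, 17 with the 6 libraries of the 2 subsets alone, and 63 with the replicate block and the correction for GC content and length, and with a library left out they ranged from 15 (without FO replicate 3) to 31, with 17 without FO replicate 1. Of all genes called between BD_L_ and FO B cells, 86% were higher in BD_L_, and between 72.7% (replicate block with the correction) and 91.4% were higher under the alternatives.

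For BD_L_ against MZ B cells, the 402 higher genes became 267 with 1 added, 1909 with an adjusted p alone and 684 with no minimum and 0.01 added, and the 503 lower genes became 1346 and 974 under the last 2. For FO against MZ B cells, the 393 higher genes became 1483 and 633 under these 2, and the 642 lower genes became 406 with 1 added, 1658 with an adjusted p alone and 1281 with no minimum and 0.01 added. With any one library left out these counts stayed within 1.5 times the reported ones.

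The replicate block, with the sort date as a term, gave 49 genes lower in BD_L_ than in FO B cells in place of 31, all 31 among them. It brought the adjusted p of Cd40 from 0.059 to 0.0354 (range over its alternatives 0.0171 to 0.196) and that of Cr2 from 0.0747 to 0.0157 (range 0.0157 to 0.218). With the mean of each date removed, PC1 of the 9 libraries held 36.6% of the variance. It gave 198 genes higher in BD_L_ than in FO B cells in place of 190, all 190 among them. Of the single genes counted below, the block changed the side of the threshold of no other, and it moved no other count of genes by more than 1.5 times.

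Tnfsf18 was not tested with the minimum of 0.5 FPKM. Its log2 fold change of 0.845 had an adjusted p of 0.0115 without a minimum, 0.0127 with a minimum of 0.1 FPKM, 0.0158 without a minimum and with the replicate block, and 0.0258 without a minimum and with the 6 libraries alone. Without a minimum it was 0.199 with 1 added (adjusted p = 0.0322) and 1.278 with 0.01 added (adjusted p = 0.0115). With a minimum of 1 FPKM the gene has no value. Its low depth, of at most an estimated 13.8 fragments per FO library, limits the precision of this fold change. Of the genes of Fig. 4c to 4e, 26 were called, and 58 without a minimum and 57 with one of 0.1 FPKM, since 36 of the 62 genes lie under 0.5 FPKM.

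PC1 of the 9 libraries held 28.2% of the variance, and 37.3% with genes scaled to unit variance, 22.3% with the 500 genes of largest variance and 30.8% with 1 added. With a library left out it held from 26.6% to 32.7%. For the subset means, PC1 held 93.5%, and 65.1% with subsets as observations, 95.9% with 1 added and 98.6% without a minimum. The mean distance between BD_L_ and FO libraries was 1.05 times the mean distance within these subsets, and 1.13 times with the Spearman correlation.

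The cell cycle list had a median between 0.249 and 0.399 and a p between 3.71e-17 and 0.00217 under the alternatives run, all in the same direction and under 0.05. For lists, eBayes with a trend and robust was not run, as camera has no such option.

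For single genes, the log2 fold change of Ptprc was near 0 and changed its sign, to 0.008 without FO replicate 3, 0.035 without BD_L_ replicate 1 and 0.044 without BD_L_ replicate 2, and ranged from -0.177 to 0.044 with a library left out. None of these values had an adjusted p under 0.05. Of the values of 109 single genes and comparisons under the alternatives, 71 were weaker, 73 stronger and 1435 unchanged in direction and side of the threshold. A further 669 had the same direction and no test, as the gene lay under the minimum FPKM of that alternative. Of the stronger ones, 33 came without a minimum and 31 with one of 0.1 FPKM, by which genes entered the test. Genes that are not reported in the text are left out of this paragraph and its counts.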

Differences from the paper's values

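The paper reports 343 transcripts more highly expressed in BD_L_ than in FO B cells, and 190 genes were called higher here. For the genes drawn, the legend of Fig. 4b names only an adjusted p under 0.05, while the methods also name a fold change of at least 2. The paper does not state which of these gave its counts of higher and lower transcripts. Of the alternatives set before the data were examined, no minimum FPKM gave 266, within 1.5 times the paper's count. The others did not close the gap, with 78 to 211 genes, or 701 with an adjusted p alone. A minimum of 0.1 FPKM gave 266 and no minimum with 0.01 added gave 421, and both of these were chosen after seeing the values.

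The paper reports 121 transcripts less expressed in BD_L_, and 31 genes were called lower here. None of the alternatives set before the data were examined closed the gap, with 15 to 49 genes, or 195 with an adjusted p alone. Those chosen after seeing the values gave up to 63.

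For Mmp14 the log2 fold change was about 2.7 in the paper's Fig. 4c, read by eye, and the log2 ratio of mean FPKM was 2.51 here. Without FO replicate 3 it was 2.57 and without BD_L_ replicate 3 it was 2.56. These came closer to the paper's value than the SD of the log2 ratio over the same-date pairs here. The other alternatives set before the data were examined gave 2.44 to 2.51 and did not. For Kif11 the paper's value was about 2.1 in Fig. 4c, read by eye, against a log2 ratio of mean FPKM of 1.43 here. None of the alternatives set before the data were examined closed the gap, with 1.35 to 1.5. For Cplx2 the paper's value was about 2.8 in Fig. 4d, read by eye, against 2.31 here, and the alternatives, with 2.17 to 2.43, did not close the gap either.

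In Fig. 4a the paper's PC2 held about 0.9% of the variance and its PC3 about 0.2%, both read by eye. In the PC analysis of the subset means they held 4.2% and 2.3% here. Without a minimum FPKM, an alternative set before the data were examined, PC2 held 0.9% and PC3 held 0.5%, which closed the gap for PC2 only. This alternative kept all 24459 rows, including those at 0 in every library. The shares for the 18518 rows with a value above 0 were not computed. With 1 added they held 2.8% and 1.3%, and with subsets as observations they held 34.9% and 0%, and neither closed a gap.

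The paper describes BD_L_ and FO B cells as clustering alike in PC1 and PC2 and apart in PC3. In the PC analysis of the 9 libraries they did not overlap on PC1 (two-sided exact permutation test, p = 0.1), overlapped on PC2 (exact p = 0.5) and on PC3 (exact p = 0.9), and lay apart on PC4 (exact p = 0.1). In that of the subset means they were set apart on PC3, with weights of -0.731 and 0.679. With 3 subset means these weights follow from those of PC1 and PC2, so they do not test a separation. The paper describes FO and MZ B cells, and likewise BD_L_ and MZ B cells, as apart in all of the dimensions plotted. On PC2 and PC3 of the 9 libraries, FO and MZ B cells overlapped (exact p = 0.4 and 1), and so did BD_L_ and MZ B cells (exact p = 0.8 and 0.7). In the analysis of the subset means (the paper also averaged the FPKM), MZ B cells were set apart on PC2, with a weight of 0.827 beside -0.447 for FO and -0.341 for BD_L_, and had a weight of 0.065 on PC3, between those of the other subsets. On PC1 the weights were 0.583 for FO, 0.59 for BD_L_ and 0.558 for MZ B cells.

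The paper lists CD25 and NK1.1 among proteins whose increase the RNA-seq pointed to. Il2ra had an adjusted p of 0.0163 from limma and a log2 fold change of 0.88 (0.943 as a ratio of means), under the fold change minimum, and is called with an adjusted p alone. Klrb1c had a mean under 0.5 FPKM and an adjusted p of 0.132 without a minimum and 0.106 with a minimum of 0.1 FPKM. Without a minimum its adjusted p was also 0.0689 with the sort date as a block, 0.0937 with 1 added, 0.164 with 0.01 added and 0.175 with the 6 libraries alone. All but the setting without a minimum alone were chosen after seeing the values, and none of these 6 settings called it.

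The paper gives a significant increase of the GITRL message. Tnfsf18 was not tested at a minimum of 0.5 FPKM, although its ratio of means was 2.57-fold. Without a minimum its adjusted p was 0.0115 at a log2 fold change of 0.85, under the fold change minimum on that scale. Without a minimum and with 0.01 added, chosen after seeing the values, it was called, with a log2 fold change of 1.28 (adjusted p = 0.0115). The adjusted p ranged from 0.0115 to 0.0322 over the alternatives.

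Of the 62 genes in Fig. 4c to 4e, 36 were not tested at a minimum of 0.5 FPKM. Without a minimum 58 were called, and 61 adjusted over the list alone. The legend gives a minimum log2 fold change for all of them, and Kif11 had a log2 ratio of means under that minimum.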

Other observations

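The counts over other splits of the libraries were planned. The tests of whole gene lists and the fit without BD_L_ replicate 3 were also set before the data were examined. Their use to weigh an explanation was chosen only after the results were seen. The other tests given here were chosen, or their deciding value was changed, only then.

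Of the 10 splits of the 6 BD_L_ and FO libraries into 3 and 3, only the real one (1 of 10) gave as many as 221 calls, and the others gave at most 4. Those that also part the libraries of all 3 dates gave at most 2. As 10 splits cannot give a share under 0.1, this share alone does not exclude a grouping by chance. Simulated data with no gene changed gave 0 calls. Neither this nor the low counts of the other splits decides whether a grouping by chance gave the 221 calls. The other splits mix BD_L_ and FO libraries, which puts any difference between the subsets into the spread. The simulation drew each gene and library independently, so it held no variation shared across genes.

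For the 190 genes higher in BD_L_ than in FO B cells, several technical explanations were weighed. A trend with GC content and transcript length is argued against as the whole cause, since 168 genes were called higher after a correction for both with the sort date as a block. The greater depth of BD_L_ replicate 3 is argued against by the 194 genes called higher without it. A few genes taking most of the FPKM would shift all other genes, and the median log2 fold change of all genes tested was 0.048, far under the fold change minimum, with 10.6% to 13% of the FPKM in the top 10 rows in BD_L_ and 12.6% to 13.9% in FO B cells. A different sex composition is argued against, since the genes of the other sex (the Y-linked sum on date 1, Xist on date 3) had at most 0.209% of the level they had, in FO and BD_L_ libraries, on the date where they were present alone. On the second date Xist (22.5 FPKM in FO and 24.1 in BD_L_) and the Y-linked sum (58.5 and 64.4) did not move in opposite directions. The log2 changes by date were 0.42, 0.1 and 0.24 for Xist, 0.621, 0.194 and -0.506 for Eif2s3y, 0.131, 0.113 and -0.508 for Kdm5d, 0.088, 0.048 and -0.373 for Ddx3y and 0.252, 0.105 and 0.029 for Uty. The fall of 3 Y-linked genes on the third date was not explained.

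Other cells in the sorted BD_L_ fraction were weighed with marker lists, in which the 190 genes rose by a median of 1.95 FPKM. The T cell list rose by a median of 0.0615 FPKM, and 12 of its 14 genes, all but Lck and Cd2, by less than 10% of this median. The myeloid list rose by a median of 0.072 FPKM, and 11 of its 14 genes, all but Emr1, C1qb and Itgam, by less than 10% of it. Both argue against these cells as a source of the 190 genes. Plasma cells are argued against by Igj, which codes for the joining chain and is abundant in them: it rose by 0.538 FPKM (log2 fold change 0.65, adjusted p = 0.496 from limma), although Sdc1 (2.42) and Derl3 (1.55) of that list rose. Germinal centre B cells cannot be told apart: the list rose by a median of 0.0776 FPKM, its genes went both ways, with Rgs13 (3.85) and Basp1 (1.04) among those higher and Bcl6 (-0.29) and Neil1 (-0.51) lower in BD_L_ by log2 fold change, and most are low. Lck, Cd2, Emr1, C1qb, Itgam and the genes singled out in these lists were chosen after their values were seen.

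MZ B cells in the BD_L_ fraction would raise the genes of MZ B cells in proportion to their MZ level. Small RNA rows were left out of this test, a choice made after the values were seen. For the 21 other genes with at least 10 FPKM in MZ and at least 20 times the FO level, the rise in BD_L_ was a median of 2.44% of the MZ level. Of these genes, 8 lay away from this in all 3 dates, with 6 over 2 times and 2 under 0.5 times the median. Dnase1l3 reached 25.4% and Alpl 23.8%, and Tsga13 0.05% and Ffar2 0.11%. This argues against MZ B cells as the only source of the rise; a share near the lowest values remains open. Dnase1l3, Alpl, Tsga13 and Ffar2 were chosen after their values were seen.

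B1 cells, or B1-like expression in the sorted cells, are a candidate explanation for part of the rise. The B1 list had a median log2 fold change of 1.57 (p = 2.53e-07 from camera, 2.88e-05 from fry and 0.0182 with an estimated correlation), higher in each of the 3 same-date pairs. As the study picked 4 of its 8 genes on these libraries, the other 4, Bhlhe41, Ctla4, Plscr1 and Cd300lf, were tested alone. Their median was 1.29, with p = 0.00911 from camera and 0.00241 from fry, but 0.183 with an estimated correlation. Their levels in BD_L_ were low, at 5.95, 2.79, 4.43 and 2.49 FPKM, and all but Bhlhe41 were higher in MZ B cells. The transitional B cell list had a median of 1.95 (p = 4.75e-06 from camera, 3.88e-05 from fry and 0.0128 with an estimated correlation). The study picked 4 of its 12 genes, and of the other 8 only Vpreb3 and Cd24a were tested, with a median of 0.51 (p = 0.108 from camera, 0.0325 from fry and 0.274 with an estimated correlation). Transitional B cells therefore cannot be told apart, as 2 genes with 104 and 234 FPKM in FO B cells would hide a small share. The sort gate also bears on this. The paper's methods give sorted BD_L_ as CD23+ and CD93-, T2 transitional cells as CD93+ and MZ B cells as CD23-, with a high purity. Its results describe BD_L_ as CD93int. How far this gate kept other cells out of the libraries was not tested here. Whether the RNA came from such cells or from BD_L_ cannot be seen in bulk libraries.

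Of the 190 genes, 111 were also higher in MZ than in FO B cells, and both differences share the FO libraries. In 20 simulations in which neither group changed against a shared control, the fold changes correlated across genes with a median of 0.513 (0.421 observed), so that this correlation says nothing, but at most 1 gene was called in both. Simulated data with no gene changed gave 0 calls, so unchanged groups had hardly any calls to share. How many genes changed in BD_L_ would also be called in MZ B cells through shared FO noise was not simulated. The shared FO libraries are therefore not excluded as a cause of part of the 111 shared calls.

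Of the 31 genes lower in BD_L_ than in FO B cells, 4 were rows of microRNAs or small nucleolar RNAs, Snord45c, Mir7035, Mir7032 and Mir1896, the last of which was chosen after its values were seen. Very short genes are thus argued against as the cause of most of these 31 calls. The FPKM of rows this short rest on a length near or under that of sequenced fragments, and 429 such rows were tested.

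The remaining lists were also tested for BD_L_ over FO B cells. The median log2 fold change was 0.34 for MZ markers (p = 0.00768 from camera, 4.05e-05 from fry and 0.0742 with an estimated correlation) and -0.31 for FO markers (0.005, 0.0133 and 0.0826). It was 0.1 for the germinal centre list (0.738 from camera, 0.00865 from fry), 0.31 for the plasma cell list (0.217 and 1.61e-04), 0.23 for the T cell list (0.461 and 0.0926), 0.2 for the myeloid list (0.212 and 0.0399), 0.21 for the NK cell list (0.8 and 0.808) and 1.23 for the erythroid list, of which 2 genes were tested (0.0649 and 0.00988). For sex-linked genes it was 0.1 (0.65 and 0.977), and for immediate early genes -0.47 (0.111 and 0.577). Calls of the MZ and FO marker lists by camera held with fry and not with an estimated correlation. With 1 added and with the sort date as a block, the camera p was 0.0154 and 0.0395 for MZ markers and 0.00487 and 0.00384 for FO markers, and none of the other cell type lists in this paragraph changed its side of 0.05. A mean of at least 1 FPKM in FO B cells was found for 4 of the 11 germinal centre genes, 8 of 12 plasma cell, 5 of 8 B1, 6 of 12 transitional, 3 of 14 T cell, 1 of 14 myeloid, 2 of 6 erythroid, 3 of 9 NK cell, 7 of 8 MZ and 4 of 4 FO marker genes. Another list also holds 2 plasma cell, 1 B1, 1 T cell and 2 MZ marker genes. The study picked 1 germinal centre, 1 plasma cell, 1 myeloid, 1 NK cell and 2 MZ marker genes.

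The paper measured several proteins in BD_L_ and FO B cells by flow cytometry, which was not analysed here. In the RNA-seq, Havcr1 (TIM-1) rose from 0.254 to 1.88 FPKM (log2 fold change 2.47, adjusted p = 0.00554 from limma). No difference was called for Ptprc (B220, -0.03, adjusted p = 0.915), Ms4a1 (CD20, 0.35, adjusted p = 0.388), Fcer2a (CD23, -0.22, adjusted p = 0.368), Cr2 (CD21, -0.40, adjusted p = 0.0747) and Cd1d1 (0.31, adjusted p = 0.42). Il10, which Fig. 4c draws, had 0.151 FPKM in FO B cells, 0.859 in BD_L_ and 18.8 in MZ B cells.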
